# Lymphangiogenesis requires Ang2/Tie/PI3K signaling for VEGFR3 cell-surface expression

**DOI:** 10.1172/JCI155478

**Published:** 2022-08-01

**Authors:** Emilia A. Korhonen, Aino Murtomäki, Sawan Kumar Jha, Andrey Anisimov, Anne Pink, Yan Zhang, Simon Stritt, Inam Liaqat, Lukas Stanczuk, Laura Alderfer, Zhiliang Sun, Emmi Kapiainen, Abhishek Singh, Ibrahim Sultan, Anni Lantta, Veli-Matti Leppänen, Lauri Eklund, Yulong He, Hellmut G. Augustin, Kari Vaahtomeri, Pipsa Saharinen, Taija Mäkinen, Kari Alitalo

**Keywords:** Vascular Biology, Cardiovascular disease, Endothelial cells, Growth factors

## Abstract

Vascular endothelial growth factor C (VEGF-C) induces lymphangiogenesis via VEGF receptor 3 (VEGFR3), which is encoded by the most frequently mutated gene in human primary lymphedema. Angiopoietins (Angs) and their Tie receptors regulate lymphatic vessel development, and mutations of the *ANGPT2* gene were recently found in human primary lymphedema. However, the mechanistic basis of Ang2 activity in lymphangiogenesis is not fully understood. Here, we used gene deletion, blocking Abs, transgene induction, and gene transfer to study how Ang2, its Tie2 receptor, and Tie1 regulate lymphatic vessels. We discovered that VEGF-C–induced Ang2 secretion from lymphatic endothelial cells (LECs) was involved in full Akt activation downstream of phosphoinositide 3 kinase (PI3K). Neonatal deletion of genes encoding the Tie receptors or Ang2 in LECs, or administration of an Ang2-blocking Ab decreased VEGFR3 presentation on LECs and inhibited lymphangiogenesis. A similar effect was observed in LECs upon deletion of the PI3K catalytic p110α subunit or with small-molecule inhibition of a constitutively active PI3K located downstream of Ang2. Deletion of Tie receptors or blockade of Ang2 decreased VEGF-C–induced lymphangiogenesis also in adult mice. Our results reveal an important crosstalk between the VEGF-C and Ang signaling pathways and suggest new avenues for therapeutic manipulation of lymphangiogenesis by targeting Ang2/Tie/PI3K signaling.

## Introduction

Research in recent years has greatly increased knowledge about lymphatic vessels and vessels with hybrid lymphatic and blood vascular markers, which are now considered to play active roles in several physiological and pathological conditions. The primary function of the lymphatic vascular system is to control tissue fluid homeostasis, trafficking of immune cells, and absorption of dietary fat (1–3). Lymphangiogenesis and abnormal lymphatic vessel function have been associated with conditions such as obesity, atherosclerosis, and neurological disorders (2, 4). Importantly, inhibition of lymphangiogenesis reduces lymphatic metastasis in several mouse models, and lymphangiogenic growth factors can increase the efficacy of immune checkpoint therapy (4–6). Additionally, lymphangiogenic growth factors are currently being used in clinical trials for human lymphedema (4, 7).

In the hierarchical lymphatic vascular network, the blind-ended lymphatic capillaries have discontinuous, button-like cell-cell junctions and a thin and loose basement membrane, permitting efficient absorption of fluid from the interstitial space in tissues. This fluid, lymph, is transported back to the blood circulation via specialized collecting lymphatic vessels, which have a basement membrane and smooth muscle cell (SMC) coverage, endothelial cell zipper junctions, as well as valves to prevent lymph leakage and backflow (2, 8, 9). Vascular endothelial growth factor C (VEGF-C) and its receptor VEGF receptor 3 (VEGFR3) and coreceptor neuropilin 2 (Nrp2) in lymphatic endothelial cells (LECs) are the major drivers of lymphangiogenesis in embryos, and their deficiency leads to failure of lymphatic vessel development (10, 11). The embryonic lymphatic vascular plexus is remodeled into a functional lymphatic vessel network during late embryonic and early postnatal development, when lymphatic vessel growth still depends on VEGF-C/VEGFR3 signaling (3, 12).

Also, deletion of both angiopoietin 1 (Ang1, also known as Angpt1) and Ang2 (also known as Angpt2), their receptor Tie2, or the homologous Tie1, leads to abnormal embryonic lymphatic vessel development and function (13–16). Furthermore, blockade of Ang2 via neutralizing Abs or gene deletion results in lymphatic defects in embryos or in early postnatal pups (17–19).

In blood vessels, Ang1 is an obligatory Tie2 agonist, whereas the agonist activity of Ang2 is context dependent (13). Tie1 forms complexes with Tie2 and regulates its activity in angiogenesis and vascular remodeling (13, 20, 21). Ang binding to the Tie2-Tie1 complex promotes downstream signaling via the phosphoinositide 3 kinase/Akt (PI3K/Akt) pathway (22, 23), resulting in Akt-dependent phosphorylation and nuclear exclusion of the forkhead box O1 (FoxO1) transcription factor, leading to downregulation of its target genes, such as Ang2 (24). In inflammatory conditions, Ang2 attenuates Ang1/Tie2 signaling, leading to increased FoxO1 activity that stimulates endothelial Ang2 expression (20, 25, 26). In contrast, autocrine Ang2 was shown to act as a Tie2 agonist in stressed endothelial cells and in Ang2-overexpressing mice (20, 27).

Ang2 acts as a Tie2 agonist in lymphatic vessels, as they lack vascular endothelial protein tyrosine phosphatase (VE-PTP/PTPRβ), which dephosphorylates Tie2 (16, 28). Interestingly, mutations in Ang2 and genetic variants of Tie1 were recently associated with primary lymphedema in humans (29, 30). However, the mechanisms of Ang/Tie signaling in the lymphatic vasculature remain incompletely understood (13, 31). A more profound understanding of how the Ang/Tie pathway regulates lymphangiogenesis is crucial, as this pathway is implicated in inflammation, lymphedema, and lymphatic metastasis (13, 29, 30, 32, 33).

Here, we investigated the crosstalk of Ang2/Tie and VEGF-C/VEGFR3 signaling pathways in lymphangiogenesis using multiple transgenic and gene-targeted mouse models to manipulate Tie1, Tie2, Ang2, PI3K, and VEGF-C in postnatal and adult mice. We discovered that Ang2 and the Tie receptors controlled lymphangiogenesis by regulating cell-surface presentation and turnover of VEGFR3 via modulation of PI3K activity. Our data therefore uncover a new, translationally exploitable mechanistic link between the 2 major lymphangiogenic growth factor pathways.

## Results

### Impaired postnatal lymphatic capillary network development upon Tie1 deletion or blocking of Ang2.

To investigate the function of Tie1, Tie2, and Ang2 in postnatal lymphangiogenesis, we first analyzed the expression of Tie1 and Tie2 in cutaneous vasculature. Immunofluorescence staining of the ear skin of pups on P21 indicated that Tie1 was expressed by endothelial cells in both blood vessels and lymphatic capillaries (Figure 1A). Tie2 expression was strong in blood vessels, but very weak in lymphatic capillaries, in which Tie1 was abundant (Figure 1A).

To delete the Tie receptors specifically from the LECs of neonatal mice, we crossed mice carrying *Tie1^fl^* or *Tie2^fl^* alleles with *Prox1CreER^T2^* deletor mice and administered 4-hydroxytamoxifen (4-OHT) by daily intragastric injections at P1–P5 (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI155478DS1). To compare the functions of Tie1, Tie2, and Ang2 in postnatal lymphatic vessel development, we analyzed mice neonatally deleted of Tie1 (*Tie1^iΔLEC^*), Tie2 (*Tie2^iΔLEC^*), or both receptors (*Tie1* *Tie2^iΔLEC^*), or injected with Ang2-blocking Abs every 3 days, starting on P1 (Supplemental Figure 1B). We confirmed Tie1 and Tie2 deletions by staining the ear skin and by quantitative reverse transcription PCR (RT-qPCR) analysis of receptor mRNA in LECs and, for comparison, in blood vascular endothelial cells (BECs) isolated from Tie1- and Tie2-deleted ear skin (Supplemental Figure 1, C–H).

Immunofluorescence staining of the skin using Abs against the lymphatic vessel endothelial hyaluronan receptor 1 (LYVE1) showed that Tie1 deletion, Tie1 and Tie2 (Tie1/-2) double-deletion, and Ang2 blocking resulted in abnormal lymphatic capillaries, consisting of a disorganized lymphatic capillary network with an increased distance between lymphatic vessels and loop-like and overlapping vessel structures (Figure 1, B and C). This phenotype was similar to the phenotype described after postnatal deletion of the intracellular domain of Tie1 or constitutive Ang2 deletion (19, 34). In contrast, the lymphatic capillary network in the Tie2-deleted mice did not differ from that in control littermate mice (Figure 1, B and C) (34), in line with the low Tie2 expression in lymphatic capillaries (Figure 1A and Supplemental Figure 1D). Quantification of vascular parameters revealed reduced lymphatic vessel areas, smaller vessel diameters, increased numbers of branch points, and overlapping vessels in the Tie1-deleted, Tie1/-2 double-deleted, and Ang2 Ab–treated pups, when compared with their littermate control pups (Figure 1D).

### Defective postnatal collecting lymphatic vessel development upon combined deletion of Tie1 and Tie2.

In contrast to lymphatic capillaries, both Tie2 and Tie1 were expressed in the collecting lymphatic vessels (Figure 2, A and B, and Supplemental Figure 1, E and F). To analyze the effects of Tie1, Tie2, and Ang2 on postnatal collecting lymphatic vessel development, lymphatic valves, and SMC coverage of the vessels, we stained cutaneous vessels in the Tie-deleted and Ang2-inhibited pups with Abs against podoplanin, integrin α9, and α-smooth muscle actin (αSMA). The Tie1-deleted pups had reduced SMC coverage, and the Ang2-inhibited mice had thinner collecting lymphatic vessels than did their respective control pups, whereas no significant differences in valve numbers were observed (Figure 2, C and D). Tie1-deleted pups had somewhat smaller collecting lymphatic vessel diameters in the proximal region and Tie2-deleted pups in the distal regions of the ears (Figure 2, C and D, and Supplemental Figure 2A). The Tie1/-2 double-deleted mice lacked valves almost completely in the collecting lymphatic vessels, which were thinner than in those of the control mice, and some were even discontinuous or had an abnormal morphology and only occasional SMCs (Figure 2, C and D, and Supplemental Figure 2B). These changes were accompanied by apoptosis of LECs, as evidenced by staining for cleaved caspase 3 (Supplemental Figure 2C). These findings were consistent with the high expression levels of both Tie1 and Tie2 in the collecting lymphatic vessels.

### Ang2-induced collecting lymphatic vessel enlargement requires Tie1 and Tie2.

To further study the function of Ang2 in postnatal lymphatic growth, we used a tetracycline-regulated genetic mouse model of endothelial Ang2 overexpression (*VE-cadherin-tTA* *Tet-OS-Ang2*, hereafter referred to as *Ang2^EC^*) (33), into which we introduced the *Prox1CreER^T2^* deletor and conditional Tie1 or Tie2 alleles. We induced Ang2 expression on E12.5, deleted Tie1 or Tie2 on P1, and analyzed the lymphatic vessels on P21 by staining of the ear skin for LYVE1 or podoplanin (Figure 3, A–C). We found that Ang2 induction enlarged the lymphatic capillaries moderately and the collecting lymphatic vessels more prominently (Figure 3, A–C). However, this did not occur in the Tie1-deleted pups, indicating that Tie1 was necessary for Ang2 signaling in LECs (Figure 3, A and B). Likewise, Tie2 deletion on P1 prevented the Ang2-induced collecting lymphatic vessel enlargement (Figure 3C). Overall, these results indicated that both Tie1 and Tie2 were required for Ang2-induced collecting lymphatic vessel enlargement.

### Blocking of Ang2 leads to decreased cell-surface expression of Tie1 in lymphatic vessels.

Surprisingly, Tie1 was not stained on the surface of LECs, but only perinuclearly in both lymphatic capillaries and collecting vessels in P21 pups that had been injected with Ang2-blocking Abs every 3 days starting on P1 (Figure 3D and Supplemental Figure 3A). We found that Tie1 staining was perinuclear also in the disorganized and thin cutaneous lymphatic vessels of *Angpt2* gene–deleted mice (*Ang2^-/-^*) (Supplemental Figure 3, B–D). However, blocking of Ang2 did not affect the cell-surface localization of Tie2 in the collecting lymphatic vessels, although the Ang2-knockout pups showed somewhat reduced Tie2 levels (Supplemental Figure 3, E and F). These results indicated that Ang2 was essential for cell-surface localization of Tie1 in lymphatic vessels.

### Decreased cell-surface expression of VEGFR3 in Tie1- or Ang2-deficient lymphatic vessels.

To dissect how Tie receptor deficiency and Ang2 inhibition lead to atrophy of lymphatic vessels, we analyzed VEGFR3, which is the major lymphangiogenic growth factor receptor in LECs (35). We first stained VEGFR3 in cutaneous lymphatic capillaries in the Tie-deleted or Ang2 Ab–treated pups on P21. Surprisingly, Tie1 deletion, Ang2 inhibition, or combined Tie1/-2 deletion resulted in loss of VEGFR3 staining from the surface of LECs, leaving just a perinuclear staining pattern that colocalized with the Golgi complex marker GOLPH4 (Figure 4, A and B, and Supplemental Figure 4, A–C). Tie2 deletion resulted in a small decrease of total VEGFR3 fluorescence, but it did not affect VEGFR3 distribution or VEGFR3 staining on the surface of LECs (Supplemental Figure 4, D and E). We next stained VEGFR3 in the lymphatic capillaries of Ang2-knockout pups at P21 and found that VEGFR3 was lost from the LEC surface in a manner similar to what we observed in the Ang2 Ab–treated pups (Supplemental Figure 4, F and G). We confirmed this phenotype by using both *Prox1-CreER^T2^*– and *Cdh5-CreER^T2^*–mediated deletion of Ang2 (*Ang2^iΔLEC^* and *Ang2^iΔEC^*, respectively) in P1 pups (Supplemental Figure 5, A–D). These data indicated that the LEC-derived Ang2 acted as an autocrine factor to regulate lymphatic vessel development in postnatal mice.

To investigate the kinetics of VEGFR3 regulation by Ang2/Tie signaling in lymphatic capillaries, we administered Ang2 Abs to P12 pups and analyzed VEGFR3 expression levels at different time points after the blocking of Ang2. Already 2 days after Ang2 Ab administration, on P14, most of the VEGFR3 staining was found in the perinuclear location, and similar results were obtained on P15, P16, and P21 (Supplemental Figure 6). These results indicate that loss of VEGFR3 surface expression occurred rapidly upon Ang2 blockade.

Unlike in the lymphatic capillaries, neither Tie1 nor Tie2 deletion affected VEGFR3 localization significantly in the collecting lymphatic vessels (Figure 4C and Supplemental Figure 7). In contrast, Tie1/-2 double-deletion as well as Ang2 blockage or deletion resulted in reduced VEGFR3 immunofluorescence in the collecting lymphatic vessels (Figure 4C, Supplemental Figure 4F, and Supplemental Figure 7). Overall, these results indicate that Tie1 and Ang2 were required for proper presentation of VEGFR3 on the surface of LECs in lymphatic capillaries and that both Tie receptors and Ang2 were required for the same function in collecting lymphatic vessels.

### Effect of Ang2 and VEGF-C on cell-surface expression and internalization of VEGFR3 and Tie1.

To further study the localization of VEGFR3 and Tie1 on the cell surface, we used cultured microvascular LECs, which produce Ang2 (36). Immunofluorescence staining of nonpermeabilized LEC monolayers showed that VEGFR3 and Tie1 were enriched at cell-cell junctions in the absence of VEGF-C, and treatment with VEGF-C or anti-Ang2 Ab reduced the cell-surface presentation of both receptors (Figure 5A and Supplemental Figure 8). To study the internalization of VEGFR3 and Tie1, we treated LECs with nonactivating fluorescently labeled monoclonal anti-VEGFR3 and anti-Tie1 Abs on ice and subsequently incubated the cultures at +37°C for 20 minutes in the absence or presence of VEGF-C to allow internalization of the labeled receptors. Then, cell-surface–bound Abs were detached using a low-pH buffer, followed by paraformaldehyde fixation of the cells, enabling detection of only the internalized receptors (Figure 5B). The number of Tie1-positive vesicles was not affected by VEGF-C treatment, whereas VEGF-C increased the number of VEGFR3-positive vesicles and, interestingly, double-positive (VEGFR3 and Tie1) vesicles (Figure 5B). Next, we monitored VEGFR3 and Tie1 internalization in living cells using time-lapse microscopy. In line with the results from fixed cells, in the presence of VEGF-C, we found that the Ab-labeled VEGFR3 and Tie1 receptors were accumulated in vesicles that contained both receptors (Supplemental Video 1).

To characterize the internalization routes of endogenous Tie1 and VEGFR3, we first investigated their colocalization with markers of endosomes in LECs expressing EGFP-Ras-related protein Rab-5C (RAB5C). Thirty minutes after VEGF-C stimulation, VEGFR3 localized to EGFP-RAB5C and early endosome antigen 1–positive (EEA1-positive) sorting endosomes (Figure 5C and Supplemental Figure 9), whereas at 120 minutes, VEGFR3 localized to RAB7-positive late endosomes (Figure 5D and Supplemental Figure 9). At 240 minutes, we found considerably less VEGFR3 in the RAB7-positive late endosomes (Supplemental Figure 9), which is in line with the role of late endosomes in the transport of proteins for degradation (37). Accordingly, VEGF-C treatment resulted in colocalization of VEGFR3 and Tie1 in sorting endosomes (EEA1) at 30 minutes and in RAB7-positive late endosomes at 120 minutes (Figure 5, C and D). As a complementary approach, we labeled endogenous Tie1 and VEGFR3 on the surface of living LECs with nonactivating, fluorescently conjugated monoclonal anti-VEGFR3 and anti-Tie1 Abs and analyzed the localization 60 minutes after VEGF-C stimulation. Also here, both of the receptors were found in RAB7-positive vesicles (Supplemental Figure 10). These results show that VEGF-C drove VEGFR3 and Tie1 to the same internalization route.

To test whether VEGFR3 and Tie1 are located in close proximity to each other, we performed a proximity ligation assay (PLA) (38). The PLA signal was developed by a rolling circle polymerization of a fluorescent reporter DNA, primed with oligonucleotide-linked secondary Abs that bind anti-Tie1 or anti-VEGFR3 bound to LECs. We found a significantly stronger punctate PLA signal in permeabilized LECs treated with Tie1 and VEGFR3 Abs than in LECs treated with corresponding IgGs (Figure 5E). Interestingly, we also observed strong PLA staining with VEGFR3 and Ang2 Abs, but not with VEGFR3 plus control IgG or VEGFR3 plus Notch1 Abs (Figure 5F and Supplemental Figure 11). We thus confirmed the existence of a pool of VEGFR3 and Tie1 receptors that were in close proximity to each other and to Ang2 in cultured LECs, and that VEGFR3 and Tie1 shared the same internalization route.

### Ang2 controls the expression of mature VEGFR3 and PI3K activity.

Because of the finding that the Ang2 Ab reduced VEGFR3 expression on the surface of LECs both in vivo and in vitro, we next analyzed VEGFR3 by Western blotting of ear skin extracts from pups treated with Ang2 Ab or with tamoxifen to delete Ang2 or Tie1 in LECs (Figure 6, A–C). In Western blots, VEGFR3 polypeptides appears as a nascent, unglycosylated polypeptide of 170 kDa, a fully glycosylated polypeptide of 195 kDa, and “mature” disulfide-linked polypeptides of 130 and 85 kDa on the cell surface, generated from the 195 kDa form by proteolytic cleavage (39). We first confirmed the presence of 195, 130, and 85 kDa forms of VEGFR3 on the surface of LECs by subjecting the cells to trypsin treatment (Supplemental Figure 12, A and B). We then compared the VEGFR3 polypeptides from Ang2 Ab–treated, Ang2-deleted, and Tie1-deleted pups by Western blotting. Interestingly, we found that the 130 kDa proteolytically cleaved mature form of VEGFR3 on the cell surface was decreased in samples from Ang2 Ab–treated, Ang2-deleted, and Tie1-deleted pups, whereas the 170 kDa and 195 kDa forms were not affected (Figure 6, A–C). In contrast, we found no significant differences in VEGFR3 polypeptides between the control and Tie2-deleted pups (Supplemental Figure 12C). These results indicate that Ang2 and Tie1 in LECs regulated the expression of mature cell-surface VEGFR3.

In order to understand the downstream effects of Ang2 deficiency, we analyzed the activation of the PI3K pathway, which is involved in receptor recycling and serves as the key signaling pathway activated downstream of the Tie receptors (22, 23, 40). We treated LECs first with Ang2 Ab, stimulated them with VEGF-C, and analyzed VEGFR3 and phosphorylated Akt (p-Akt) as a downstream indicator of PI3K activity (Figure 6D and Supplemental Figure 12D). As expected, VEGF-C treatment reduced the 195 and 130 kDa cell-surface forms of VEGFR3, which are known to be phosphorylated by VEGF-C stimulation, leading to their internalization and degradation in LECs (Supplemental Figure 12D) (41, 42). Furthermore, VEGF-C induced a robust phosphorylation of Akt, which was reduced by Ang2 Ab treatment (Figure 6, D and E). In contrast, ERK phosphorylation was not significantly affected by Ang2 Ab treatment (Supplemental Figure 12, E and F). When exploring the crosstalk between the VEGF-C and Ang pathways, we furthermore found that VEGF-C stimulation of LECs increased the release of Ang2 and a soluble Tie1 fragment into the culture medium (Figure 6, F and G, and Supplemental Figure 12G) (43). VEGF-C stimulation also increased Tie2 phosphorylation, and this was reduced in anti-Ang2 Ab–treated LECs (Figure 6H). These results indicate that Ang2 was required for expression of the mature cell-surface form of VEGFR3 and VEGF-C–induced PI3K activation downstream of Tie2.

### Pik3ca deletion recapitulates the abnormal postnatal lymphangiogenesis and reduced VEGFR3 levels found in Ang2/Tie-deleted mice.

To study the role of PI3K signaling in postnatal lymphangiogenesis, we genetically deleted *Pik3ca*, encoding the catalytic p110α subunit of PI3K, in LECs by crossing mice carrying *Pik3ca^fl^* alleles with mice expressing the *Prox1CreER^T2^* recombinase and induced *Pik3ca* gene deletion on P1. We then studied the effect of neonatal *Pik3ca* deletion in P21 pups by analyzing their cutaneous lymphatic capillaries, collecting vessels, and VEGFR3 expression. LYVE1 staining of the ears of *Pik3ca*-deleted pups revealed a sparse and chaotic lymphatic capillary network with loop-like structures and thinner lymphatic vessels (Figure 7A). The collecting lymphatic vessels were thinner than those in control mice, lacked SMC coverage, and had a reduced number of valves, as shown by αSMA and integrin α9 stainings, respectively (Figure 7B). VEGFR3 staining was reduced in the collecting lymphatic vessels and on the LEC surface in lymphatic capillaries exhibiting a perinuclear staining pattern that colocalized with the Golgi complex (Figure 7, C–E). These results demonstrate that *Pik3ca* deletion in LECs resulted in a phenotype similar to that seen with Tie1/-2 double-deletion in the collecting lymphatic vessels and with Ang2, Tie1, and Tie1/-2 deletion in the lymphatic capillaries, suggesting that PI3K is a key downstream regulator of Ang2/Tie signaling during postnatal lymphatic vessel development.

### PI3K inhibition reduces VEGFR3 levels in lymphatic malformations driven by an oncogenic PIK3CA mutation.

Activating mutations in the *PIK3CA* gene are associated with lymphatic malformations (LMs) (44). We have previously reported that expression of the *Pik3ca^H1047R^* transgene in LECs results in progressive microcystic LMs that show increased expression of VEGFR3 in LECs (45). To further investigate the role of the PI3K pathway in VEGFR3 regulation, we induced lymphatic hyperplasia in 3-week-old *Vegfr3-CreER^T2^* *LSL-Pik3ca^H1047R^* pups (45) and then treated the mice with the PI3K pathway inhibitor dactolisib or alpelisib (BYL719) for 1.5 weeks (Figure 8A). Both the dual PI3K/mTOR inhibitor dactolisib and the selective PI3Kα inhibitor alpelisib resulted in decreased VEGFR3 expression in lymphatic vessels (Figure 8, B and C, and Supplemental Figure 13). To also inhibit the VEGF-C pathway, mice were treated with an adeno-associated viral (AAV) vector encoding a soluble VEGF-C/D-trap (AAV-sR3) (Figure 8A). The combined treatment rescued the downregulation of VEGFR3 caused by PI3K inhibition (Figure 8, B and C), suggesting that VEGF-C–induced internalization of VEGFR3 was required for the VEGFR3 downregulation.

Because the results indicated a role for Ang2/Tie signaling in the maintenance of VEGFR3 surface expression in the developing lymphatic vessels through regulation of PI3K activity, we hypothesized that high LEC-intrinsic PI3K activity in LMs is resistant to Ang2 inhibition. To test this, we induced lymphatic hyperplasia in 3.5-week-old *Vegfr3-CreER^T2^* *LSL-Pik3ca^H1047R^* pups, which were then treated with a control IgG or Ang2 Ab for 2 weeks (Figure 8D). Unlike PI3K inhibition, Ang2 Ab treatment did not reduce VEGFR3 expression in the lymphatic vessels (Figure 8, E and F). This result indicates that the Ang2 Ab could not overcome the effect of the oncogenic PI3K. In summary, the results show that, in a model of constitutively active PI3K signaling, the increase in VEGFR3 was resistant to Ang2 inhibition but sensitive to the blocking of PI3K.

### Transcriptomic changes in Tie1/-2–deleted and Ang2-inhibited LECs.

In order to determine the function of the Tie receptors in postnatal lymphangiogenesis at the transcriptional level, we compared the transcriptomes of cutaneous LECs from the Tie1- or Tie1/-2–deleted pups on P28 (deletion on P1) by single-cell RNA-Seq (scRNA-Seq) (Supplemental Figure 14A). 

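Single LECs were sorted into the wells of 8 plates, with 2 plates for each of the 4 genotypes, and each well was sequenced by Smart-seq, which reads whole transcripts. 4-Hydroxytamoxifen was given from P1 to P5. The number of mice behind a plate is given neither in the sample labels nor in the paper's text, so a plate was taken as 1 sample and its cells were not used as replicates. For each well the authors deposited the number of reads per gene, after removal of duplicate reads and without normalization. The plates held 3048 wells, with 71249844 to 110741537 counts per plate and a median of 156106 to 276611 counts per well. The deposited tables have 2 layouts, which name genes by symbol or by Ensembl identifier, and each genotype has 1 plate of each layout. The median number of detected genes per well was 5946.5 to 7023 on the plates of the symbol layout and 3698.5 to 5124 on the others. The counts of the LECs of each plate were summed per gene, which gave 66925779 to 104654323 counts per plate. They were normalized by edgeR's TMM method and scaled to CPM, and 19985 genes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 1 fit of the 8 plates. A gene with an adjusted p-value under 0.05 is said below to have been called. Groups of 2 plates cannot give a two-sided p under 0.333 in an exact permutation test, and confidence intervals from counts cover counting error only. *Tie1* (chromosome 4 of GRCm38, 118471191 to 118490061) was at 2197 and 2841 CPM in the *Tie1 fl/fl* plates and at 2720.0 and 2548 CPM in the *Tie1* *Tie2 fl/fl* plates. It was at 674 and 654 CPM in the *Tie1 iΔLEC* plates and at 745 and 456 CPM in the *Tie1* *Tie2 iΔLEC* plates. *Tek* (chromosome 4, 94739289 to 94874976) was at 31.4 and 50.6 CPM in the *Tie1* *Tie2 iΔLEC* plates and at 213 to 338 CPM in the other plates. *Xist* was at 444 and 435 CPM in the 2 plates labelled female, 1 of *Tie1 fl/fl* and 1 of *Tie1 iΔLEC* mice, and at 1.41 CPM or less in the 6 plates labelled male. *Ddx3y*, which is Y-linked, was at 44.4 to 92.05 CPM in the male plates and at 0.0774 CPM or less in the female plates.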

Unsupervised clustering of 1377 sorted LECs from ear skin partitioned them into 5 clusters when visualized by uniform manifold approximation and projection for dimension reduction (UMAP) (Supplemental Figure 14B). These included capillary LECs (expressing *Lyve1*, *Reln*, *Piezo2*, *Slco2b1*, *Tppp3*, *Psck6*, and *Dlg1*), collector LECs (*Tgm2*, *Mmrn2*, *Plvap*, *Procr*, *CCdc3*, *Tsc22d1*, and *Bgn*), valve LECs (*Gdf10*, *Gjd3*, *Cldn11*, *Slc41a1*, and *Neo1*), proliferating LECs (*Mki67* and *Cenpa*), and LECs expressing IFN-induced transcripts (IFN LECs: *Irf7* and *Stat1*) (Supplemental Figure 14C and Supplemental Figure 15) (46). 

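Of the 3048 wells, 3026 had at least 1000 detected genes and were clustered. The 12 genes that the paper names as results, among them *Tie1*, *Lyve1*, and *Cldn11*, were left out of the clustering, and genes were scaled within each plate. Leiden clustering at a resolution of 1.0 gave 12 clusters, of which 10, with 2708 wells, were kept as LECs. A fibroblast-like cluster of 305 wells with raised *Col1a1*, *Col1a2*, *Dcn*, *Lum*, and *Pdgfra* was removed. The median well in it had 0.0979 of the median depth of its plate, and 6 markers of LECs were also detected in many of its wells. A keratinocyte-like cluster of 13 wells was removed as well. The choice that changed these numbers most was a resolution of 2.0, which gave 2975 LECs in 17 clusters. There the fibroblast-like cluster held 37 wells, and an unnamed cluster of 255 wells at 0.0867 of the median depth was kept as LECs. The lowest resolution that gave at least 5 LEC clusters gave 2717 LECs in 5 clusters.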

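A cluster took a name when at least 3 markers of that name were raised at least 1.5-fold over the other wells and were detected in at least 10% of its wells. *Lyve1* and *Cldn11* were not used as markers, because their levels are results here, and Psck6 in the list was read as *Pcsk6*. The collector-like cluster of 358 wells had 7 of 7 markers raised, and the valve-like cluster of 264 wells had 4 of 4 raised. In the capillary-like cluster of 487 wells, 5 of 6 markers were raised, *Tppp3* being the exception. *Top2a*, *Birc5*, *Ube2c*, and *Cdk1* were added to the markers of proliferation, and 6 of 6 were raised in a cluster of 105 wells. *Isg15*, *Ifit1*, *Ifit3*, and *Rsad2* were added to those of the interferon response, and 6 of 6 were raised in a cluster of 58 wells. The other LEC clusters stayed unnamed. They held 548 wells led by *Thbs1*, *Pdgfb*, and *Cd36*, 438 wells led by *Mest* and *Ptx3*, 321 wells led by *Lars2* and mitochondrial transcripts at 0.565 of the plates' median depth, and 125 and 4 wells.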

Analysis of the distribution of cells of the 4 genotypes (*Tie1^fl/fl^*, *Tie1^iΔLEC^*, *Tie1* *Tie2^fl/fl^*, and *Tie1* *Tie2^iΔLEC^*) in the different LEC clusters showed that the collecting vessel cluster was underrepresented among the Tie1/-2–deleted LECs, consistent with the immunofluorescence staining of the collecting lymphatic vessels (Figure 2, C and D, and Supplemental Figure 14, D and E). 

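Of the 7 markers of collector LECs, 4 were among the 237 genes called with Tie1 deletion or Tie1/-2 deletion, so the wells were also clustered without those 237 genes. In that clustering, collector-like wells were 16.0% and 15.9% of the LECs of the *Tie1* *Tie2 fl/fl* plates (55 of 343 and 53 of 334 wells). They were 10.2% and 8.83% of the LECs of the *Tie1* *Tie2 iΔLEC* plates (37 of 361 and 31 of 351 wells). The mean went from 16.0% ± 0.118 (SD, n = 2 plates) to 9.54% ± 1.00 and so fell by 6.41 percentage points (exact permutation test, two-sided p = 0.333, the smallest that 2 plates against 2 allow). With Tie1 deletion the mean went from 13.7% ± 3.50 to 11.4% ± 0.375, and the plates of the 2 genotypes overlapped. When the genes named in the text were the only ones left out, the share went from 22.7% ± 1.66 to 2.95% ± 0.527 with Tie1/-2 deletion and from 15.4% ± 0.555 to 12.5% ± 0.383 with Tie1 deletion. Here both deleted plates lay below both control plates in each strain. Over both strains together, an exact permutation test within strains gave a two-sided p of 0.0556 in this clustering (0.278 after Benjamini-Hochberg adjustment over the classes) and of 0.111 (adjusted 0.333) without the 237 genes. The value of 0.0556 is the smallest that this test allows. Leaving out the 237 genes moved the change with Tie1/-2 deletion most. Among the other clusterings, scaling genes over all plates moved it most, to −27.0 percentage points, and it moved the change with Tie1 deletion to −8.91. The shares of a plate add up to all its LECs, so they do not move independently. The capillary-like share went from 22.2% to 11.6% with Tie1/-2 deletion, and from 11.8% to 8.04% without the 237 genes. The unnamed cluster led by *Thbs1* went from 11.8% to 34.5%.

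**Figure D1:**
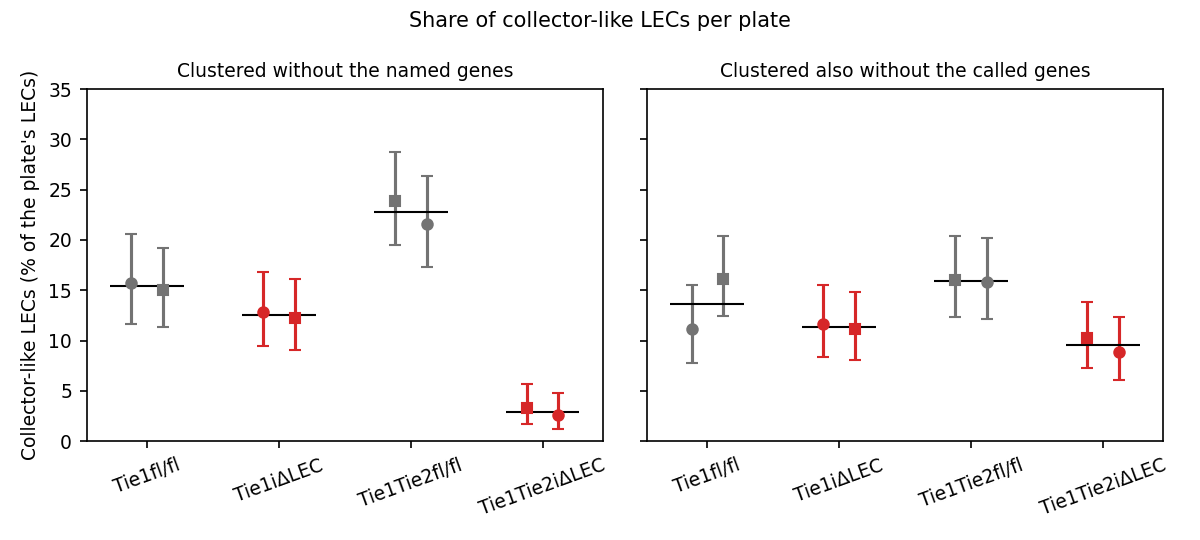
Collector-like wells as a percentage of the LECs of each plate, clustered without the genes named in the text (left) or also without the 237 called genes (right). Points are plates with exact binomial 95% intervals, circles and squares are the 2 layouts of the deposited tables, lines are group means, gray is control, and red is deleted; the *Tie1* *Tie2 iΔLEC* plates lie at 3.32% and 2.58% on the left and at 10.2% and 8.83% on the right.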

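Transcript levels of *Tie1* and *Tek* were taken per LEC class in the 4 control plates. In the capillary-like class, *Tie1* was at 2336 ± 229 CPM (SD, n = 4 plates) and *Tek* at 239 ± 53.3 CPM. In the collector-like class, *Tie1* was at 2762 ± 294 CPM and *Tek* at 462 ± 68.9 CPM. Valve-like LECs had 3481 ± 189.3 CPM of *Tie1* and 188 ± 69.4 CPM of *Tek*. In the proliferating class the levels were 2230.3 ± 296 and 263 ± 218 CPM, and in the interferon class 2851 ± 759 and 206 ± 153 CPM. In the unnamed clusters the mean of *Tie1* ranged from 344 to 2679 CPM and that of *Tek* from 64.0 to 289.6 CPM. The difference between log2(CPM + 1) of *Tie1* and of *Tek* within a plate was 3.30 (SD 0.33) in the capillary-like, 2.58 (SD 0.09) in the collector-like, 4.28 (SD 0.50) in the valve-like, 3.78 (SD 1.84) in the proliferating, and 4.68 (SD 2.91) in the interferon class. It was positive in 4 of 4 plates in each of these classes (exact sign-flip permutation test, two-sided, at the smallest p that 4 plates allow). Per kilobase of exon (4.917 kb for *Tie1* and 4.712 kb for *Tek*) the differences were 3.22, 2.51, 4.18, 3.65, and 4.46 in the same order. Among the clusterings, the one without the 237 called genes moved them most, with 4.64 in the capillary-like class. With the second *Tie1 fl/fl* plate left out, the difference in the interferon class was 3.26. In the proliferating class it was 2.91 without the second *Tie1* *Tie2 fl/fl* plate. *Tek* was also compared between classes within the 6 plates that retain it. It was at 437 ± 68.8 CPM (SD, n = 6) in the collector-like class and at means of 42.7 to 268 CPM in the other clusters. The log2 difference of the collector-like class was 1.16 (SD 0.43) from the capillary-like, 1.18 (SD 0.52) from the valve-like, 1.67 (SD 1.66) from the proliferating, and 2.07 (SD 2.14) from the interferon class. *Tek* was higher in the collector-like class in 6 of 6 plates in each comparison (exact sign-flip permutation test, two-sided p = 0.03125, the smallest that 6 plates allow, also after Benjamini-Hochberg adjustment over the 4 comparisons). The differences from the small classes depended on single plates, with 1.26 from the interferon class without the second *Tie1 fl/fl* plate and 1.18 from the proliferating class without the second *Tie1* *Tie2 fl/fl* plate. In 1 of 6 plates the unnamed cluster led by *Lars2* had more *Tek* than the collector-like class.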

*Tie1* was more abundantly expressed than *Tek* (the gene encoding Tie2) in all LEC clusters, whereas *Tek* expression was highest in the collecting vessel cluster, correlating with the Tie1 and Tie2 immunostaining results (Supplemental Figure 16A). Tie1 deletion was associated with decreased Tie1 mRNA, whereas *Tek* mRNA was not altered upon Tie1 deletion. 

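In the *Tie1 iΔLEC* plates *Tie1* was at 664 ± 14.6 CPM (SD, n = 2 plates), 26.4% of the 2519 ± 455 CPM in the *Tie1 fl/fl* plates. Its log2 fold change was −1.92 (SE 0.25), with an adjusted p of 0.274 over the 19985 genes and of 0.000678 adjusted over the list alone, the 12 genes the paper names. Among the alternatives the adjusted p of *Tie1* ranged from 3.22e-11 to 0.808, and it was under 0.05 without the filter on low counts and with DESeq2. With each plate left out in turn, the log2 fold change of *Tie1* lay between −2.09 and −1.72. Over all genes, the test of Tie1 deletion called 0 genes, with 847 genes (4.24%) at an unadjusted p under 0.05. The choice that moved this count most was to drop the filter on low counts, which called 264 genes. *Tek* was at 278 ± 85.7 CPM in the *Tie1 fl/fl* and at 229.7 ± 23.1 CPM in the *Tie1 iΔLEC* plates, and the plates of the 2 genotypes overlapped (log2 fold change −0.27, SE 0.30, adjusted p = 1.0 in edgeR). With the second *Tie1 fl/fl* plate left out, the log2 fold change of *Tek* was 0.09. In the *Tie1* *Tie2 iΔLEC* plates *Tie1* was at 22.8% of its control level (log2 fold change −2.13, SE 0.25, adjusted p = 0.00758 in edgeR). *Tek* was at 41.0 ± 13.6 CPM there, 13.7% of the 299 ± 12.2 CPM in the *Tie1* *Tie2 fl/fl* plates (log2 fold change −2.86, SE 0.32, adjusted p = 0.00577). The difference between the 2 deletions in their effect on *Tek* was −2.59 on the log2 scale. Its adjusted p in edgeR was 0.110 over all genes and 0.00173 adjusted over the list alone. It was called under 3 of 10 alternatives, among them DESeq2 (adjusted p from 1.52e-07 to 0.177 over the alternatives).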

*Angpt2* mRNA expression was increased slightly in the Tie1-deleted mice and strongly in the Tie1/-2–deleted mice (Supplemental Figure 16A and Supplemental Table 1).

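*Angpt2* (chromosome 8 of GRCm38, 18690263 to 18741562) was at 366 ± 27.3 CPM (SD, n = 2 plates) in the *Tie1 fl/fl* and at 945 ± 103 CPM in the *Tie1 iΔLEC* plates. The log2 fold change was 1.37 (SE 0.30), with an adjusted p of 0.802 over all genes in edgeR's quasi-likelihood test and of 0.0104 adjusted over the list alone. DESeq2 gave an adjusted p of 0.0190, and the range over the alternatives was 6.17e-05 to 1.0. In the *Tie1* *Tie2 fl/fl* plates it was at 388 ± 175 CPM and in the *Tie1* *Tie2 iΔLEC* plates at 2929 ± 422 CPM. The log2 fold change was 2.92 (SE 0.32, adjusted p = 0.00529), and *Angpt2* was called under all 11 alternatives that give a test. The *Tie1* *Tie2 fl/fl* plates lay at 264 and 512 CPM. Without the second of them the log2 fold change was 3.47, and without the first it was 2.52. The difference between the 2 deletions was 1.55 on the log2 scale (SE 0.42), with an adjusted p of 0.367 over all genes, of 0.00167 to 0.469 over the alternatives, and of 0.0131 adjusted over the list alone. Both *Tie1* *Tie2 iΔLEC* plates lay above both *Tie1 iΔLEC* plates. Within the capillary-like class, the log2 fold change was 1.59 (SE 0.27, adjusted p = 0.594) with Tie1 deletion and 3.22 (SE 0.29, adjusted p = 0.00256) with Tie1/-2 deletion. In the valve-like class these were smaller, at 0.81 (SE 0.41) and 1.79 (SE 0.42, adjusted p = 0.271 in edgeR). In the collector-like class the log2 fold change was 0.78 (SE 0.41, adjusted p = 0.890) with Tie1 deletion.

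**Figure D2:**
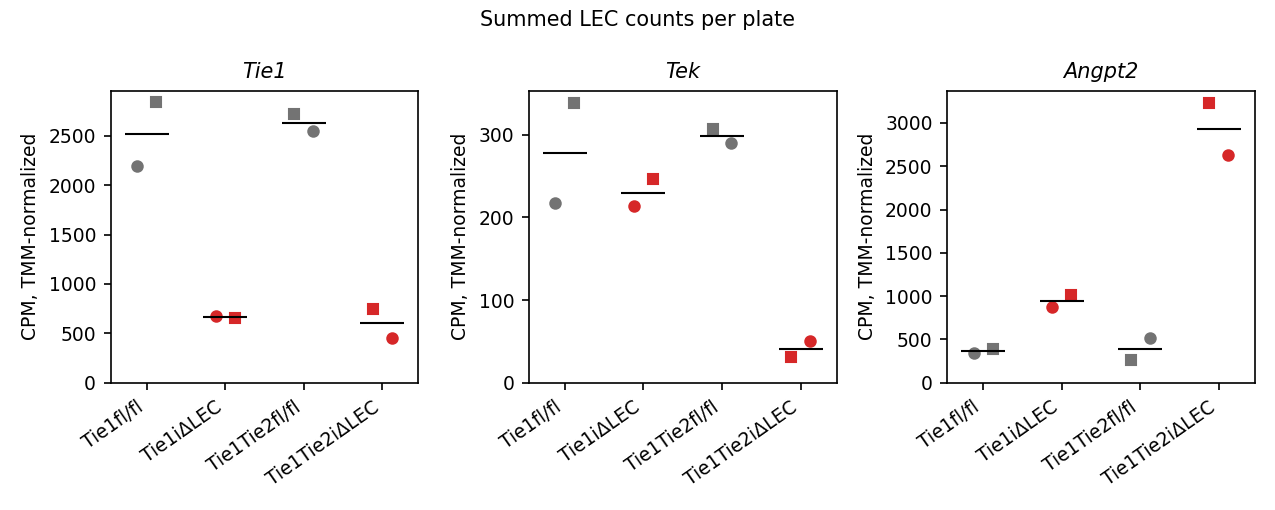
TMM-normalized CPM of *Tie1*, *Tek*, and *Angpt2* in the LECs of each plate, by genotype. Points are plates, circles and squares are the 2 layouts of the deposited tables, and lines are group means; *Angpt2* lies between 264 and 512 CPM in the 4 control plates, at 872 and 1018 CPM in the *Tie1 iΔLEC* plates, and at 3227 and 2631 CPM in the *Tie1* *Tie2 iΔLEC* plates.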

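For Ang2 inhibition there were 2 droplet (10x Genomics) libraries of skin cells sorted on CD31, which marks endothelial cells of blood and lymphatic vessels. Of these, 1 library came from pups given control IgG and the other from pups given Ang2 Ab, at 20 mg/kg from P16 to P21. The labels conflict in part, since the title of the Ang2 Ab library contains the word control and the labelled age starts at P1. The treatment label and the paper were followed, and every ratio of Ang2 Ab to IgG rests on that. The authors deposited the UMI counts per gene and cell barcode, filtered by Cell Ranger and not normalized. The IgG library had 4685 barcodes and 42337184 UMIs, and the Ang2 Ab library had 4331 barcodes and 31720670 UMIs. Barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs were kept, 3438 and 2963 of them. Scrublet marked 22 and 2 of these as doublets, too few for the caller to have worked, and they were removed. Clusters with raised LEC markers (*Pdpn*, *Mmrn1*, *Ccl21a*, *Thy1*, *Fxyd6*, and *Reln*) held 1160 cells in the IgG and 632 cells in the Ang2 Ab library, with a median of 12582 and 12083.5 UMIs per cell. An unnamed cluster of 157 and 128 cells, in which 99.3% of the cells had a *Prox1* UMI, was not counted as LECs. Counting it would raise the UMIs of *Cldn11* from 1233 to 3955 (IgG) and from 675 to 2227 (Ang2 Ab). More *Cldn11* therefore lay in that cluster than in the counted LECs. In the IgG library it would also raise *Foxc2* from 79.0 to 106 CPM and *Gata2* from 69.6 to 92.2 CPM. The UMIs of the LECs were summed per gene over 16159227 UMIs (IgG) and 8697808 UMIs (Ang2 Ab). With 1 library per condition there is no test, so the values compare these 2 libraries. Intervals are exact 95% Poisson intervals for counting error. Both libraries are labelled male, yet *Xist* was found in 55.2% of the cells of the IgG library and 38.8% of those of the Ang2 Ab library, and a Y-linked transcript in 34.2% and 45.1%.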

To determine whether Ang2 inhibition leads to similar changes, we isolated cutaneous LECs from pups treated with Ang2 Ab from P16 to P21. As in the Tie-deleted mice, the expression of Ang2 transcripts was also upregulated in mice treated with the Ang2 Ab (Supplemental Figure 16B and Supplemental Table 1). 

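In LECs of the IgG library, 1892 UMIs of *Angpt2* made 117 CPM (95% interval, 112 to 122), and in LECs of the Ang2 Ab library 7395 UMIs made 850.2 CPM (831 to 869.8). The ratio was 7.26 (6.90 to 7.64), and 8 of the 10564 genes with at least 100 UMIs in both libraries together had a higher ratio. Of the processing choices, a limit of 5% mitochondrial UMIs moved the ratio most, to 8.83. In capillary-like LECs the ratio was 4.52 (3.89 to 5.27), and in collector-like LECs it was 7.26 (5.80 to 9.15). At least 1 UMI of *Angpt2* was found in 43.3% of the LECs of the IgG library and in 83.1% of those of the Ang2 Ab library. In blood vascular EC-like cells, which express the gene as well, these shares were 24.6% and 35.9% at a median of 9113 and 7878.5 UMIs per cell. The paper reasons that Tie-PI3K activation, through Akt and the inactivation of FoxO1, inhibits Ang2 expression in endothelial cells. It takes the higher *Angpt2* transcripts in the 3 models as further evidence that Ang2 acted as an agonistic Tie2 ligand in LECs. Its other evidence includes the phosphorylation of Tie2 and Akt after VEGF-C in cultured LECs, which Ang2 Ab reduced.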

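A total of 237 genes were called with Tie1/-2 deletion in edgeR's quasi-likelihood test, of which 61 rose and 176 fell. The test of the average effect of both deletions over the 4 deleted and 4 control plates called 5 genes. These were *Tie1* (log2 fold change −2.03, adjusted p = 0.0205), *Cpne7* (2.77, 0.0205), *Mgll* (1.79, 0.0436), *Slco4a1* (9.14, 0.0394), and *Serpinb11* (9.58, 0.0394). The last 2 had nearly no counts in the control plates, so their fitted fold changes depend on the prior count. These calls were not stable. DESeq2 called 603 genes in this comparison, the table layout as a term left 1 of the 5, and not every alternative kept a call. The 237 genes were then followed into the other models, none of which shares controls with the others. Of the 61 genes that rose with Tie1/-2 deletion, 56 (91.8%) had a positive log2 fold change with Tie1 deletion, with a median of 0.59. In the Ang2 Ab library, 58 of the 60 with UMIs (96.7%) were higher than in the IgG library, with a median log2 ratio of 1.02. Of the 176 genes that fell, 156 (88.6%) had a negative log2 fold change with Tie1 deletion, with a median of −0.47. In the Ang2 Ab library, 146 of 170 (85.9%) were lower, with a median log2 ratio of −0.58. Over all 19985 genes, 51.6% had the same sign in the 2 deletions. Over 16900 genes, 50.7% had it in Tie1/-2 deletion and Ang2 Ab. Of these, 15463 had UMIs, and a gene without UMIs counts as not having the same sign. The 50.7% is therefore too low to set beside the lists, which were limited to genes with UMIs. Genes without UMIs also enter r and rho with Ang2 Ab below as unchanged. The median log2 ratios of the 2 lists in the Ang2 Ab library lay above and below those of all 10000 random lists of the same size matched on expression, whose central 95% was −0.07 to 0.07 for the first list and −0.05 to 0.04 for the second. Pearson's r of the log2 changes across genes was 0.0599 between the 2 deletions (Spearman's rho 0.0608, 19985 genes). It was 0.180 (rho 0.173, 16900 genes) between Tie1/-2 deletion and Ang2 Ab and 0.0991 (rho 0.135) between Tie1 deletion and Ang2 Ab; genes are not independent replicates. The choice that moved r most was a minimum mean of 50 CPM, with 0.339, 0.524, and 0.415. Spearman's rho was lower there, at 0.156, 0.282, and 0.294 in the same order, so the ranks of these genes agreed less than r shows. Within the 4 plates of the symbol layout, r between the 2 deletions was 0.107, and within the 4 of the Ensembl layout it was 0.144.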

Overall, several genes were similarly regulated in the Tie1, Tie1/-2 double-deleted, and Ang2 Ab models (Supplemental Figure 17). In the Tie1-deleted and Ang2-inhibited pups, the strongest changes in gene expression were found in the capillary cluster, whereas in the Tie1/-2–deleted mice, the differentially expressed genes appeared also in the collecting and valve clusters, corresponding to the severe collecting lymphatic vessel phenotype observed in the double mutants (Supplemental Figure 17). 

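Counts were also summed per LEC class and plate, and a class was tested where both groups kept 2 plates with at least 10 wells. In the capillary-like class, edgeR's quasi-likelihood test called 0 of 14995 genes with Tie1 deletion (637 at an unadjusted p under 0.05) and 43 with Tie1/-2 deletion, 10 higher and 33 lower. In the collector-like class it called 1 gene with Tie1 deletion, *Tie1* itself (log2 fold change −2.78, SE 0.19, adjusted p = 0.00438). This class could not be tested with Tie1/-2 deletion, because a *Tie1* *Tie2 iΔLEC* plate had 9 collector-like wells. In the clustering without the 237 called genes it could be, and 95 genes were called there, 9 higher and 86 lower. In the valve-like class the test called 0 genes with Tie1 deletion (598 at an unadjusted p under 0.05) and 11 with Tie1/-2 deletion, all lower. In the clustering without the 237 genes it called 52, of which 9 were higher and 43 lower. With the same number of wells per plate in every class, Tie1/-2 deletion gave 20 called genes in the capillary-like and 12 in the valve-like class. Whether the effects differ between classes was not tested. For Ang2 Ab the LECs of each class were thinned to 853392 UMIs per library, and the size of the changes was compared over 3128 genes. The median absolute log2 ratio was 0.217 in capillary-like, 0.200 in collector-like, and 0.272 in proliferating LECs, and between 0.200 and 0.218 in the unnamed clusters compared. Counting error alone gives 0.123 to 0.126. The classes were matched on UMIs and not on cells, so the sampling of cells stays in these values and they do not rank the classes. There were 194 and 90 capillary-like, 134 and 79 collector-like, and 73 and 50 proliferating cells (IgG and Ang2 Ab). Valve-like LECs were not compared, with 48 cells in the Ang2 Ab library.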

Among genes common to all LEC subclusters, RNA encoding the major LEC transcription factor *Prox1* was not altered by the Tie deletions or Ang2 Abs (Supplemental Figure 18, A and B, and Supplemental Table 1). 

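*Prox1* (chromosome 1 of GRCm38, 190118035 to 190170714) was at 866 ± 20.1 CPM (SD, n = 2 plates) in the *Tie1* *Tie2 fl/fl* and at 894 ± 51.8 CPM in the *Tie1* *Tie2 iΔLEC* plates, which overlapped (log2 fold change 0.05, SE 0.18, adjusted p = 0.978 in edgeR). In the *Tie1 iΔLEC* plates it was at 987 ± 159 CPM, with both plates above the *Tie1 fl/fl* plates at 699 ± 16.3 CPM. The log2 fold change was 0.50 (SE 0.18), with an unadjusted p of 0.0220, an adjusted p of 1.0 over all genes, and one of 0.0880 adjusted over the list alone. In LECs of the Ang2 Ab library *Prox1* was at 1098 CPM, against 984 CPM with IgG, a ratio of 1.12 (95% interval, 1.09 to 1.14) that 2650 of 10564 genes exceeded. The direction differed between classes, with a ratio of 0.895 (0.835 to 0.958) in capillary-like and 1.28 (1.16 to 1.42) in collector-like LECs. The exons of *Prox1* overlap those of *Prox1os* on the other strand, and the counting is not stated to use strand, so part of these counts could belong to *Prox1os*.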

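VEGFR3 is encoded by *Flt4* (chromosome 11 of GRCm38, 49609263 to 49652739). *Flt4* was at 1387 ± 215 CPM (SD, n = 2 plates) in the *Tie1 fl/fl* and at 1679 ± 23.2 CPM in the *Tie1 iΔLEC* plates. Both *Tie1 iΔLEC* plates lay above both *Tie1 fl/fl* plates, with a log2 fold change of 0.28 (SE 0.22, adjusted p = 1.0 in edgeR). With Tie1/-2 deletion the log2 fold change was −0.10 (SE 0.22, adjusted p = 0.951), and the plates overlapped. The difference between the 2 deletions was −0.38 on the log2 scale (adjusted p = 0.907). In LECs of the Ang2 Ab library *Flt4* was at 629 CPM, against 603 CPM with IgG, a ratio of 1.04 (95% interval, 1.01 to 1.08). With the mean of CPM per cell in place of summed UMIs the ratio was 0.993.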

Despite the loss of VEGFR3 protein from the LEC surface in Tie1- or Ang2-deleted pups, VEGFR3 transcript levels were similar or slightly upregulated in the Ang2 Ab-treated and Tie1-deleted LECs, respectively (Supplemental Figure 18, A and B, and Supplemental Table 1). However, the expression of neuropilin 2 (*Nrp2*), a VEGFR3 coreceptor, and integrin α9 (*Itga9*), which has also been reported to bind VEGF-C, was downregulated in LECs from the Tie1/-2–deleted mice (Supplemental Figure 19 and Supplemental Table 1) (47, 48).

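*Nrp2* (chromosome 1 of GRCm38, 62703285 to 62818695) was at 439 ± 0.898 CPM (SD, n = 2 plates) in the *Tie1* *Tie2 fl/fl* and at 141 ± 0.917 CPM in the *Tie1* *Tie2 iΔLEC* plates. Its log2 fold change was −1.64 (SE 0.27, adjusted p = 0.0306 in edgeR), and it was called under all 11 alternatives that give a test. *Itga9* (chromosome 9, 118606690 to 118901003) was at 244 ± 20.7 and 121 ± 11.4 CPM in these plates, with both deleted plates below both controls. Its log2 fold change was −1.02 (SE 0.24), with an adjusted p of 0.130 over all genes (0.00918 to 0.177 over the alternatives) and of 0.00387 adjusted over the list alone. It was called without the filter on low counts and with DESeq2. With Tie1 deletion the plates overlapped for both genes, with log2 fold changes of −0.12 for *Nrp2* and −0.24 for *Itga9*. Between plates of the same sex and layout, the log2 ratios were −0.08 and −0.16 for *Nrp2* and −0.58 and 0.15 for *Itga9*. The difference between the 2 deletions in log2 fold change was −1.53 for *Nrp2* (adjusted p = 0.311) and −0.78 for *Itga9* (adjusted p = 0.654). Adjusted over the list alone, the p was 0.0131 and 0.0668. The difference for *Nrp2* was called without the filter and with DESeq2 (adjusted p = 0.0262), and that for *Itga9* under no alternative.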

We also detected decreased VEGFR2 (*Kdr*) and increased *Lyve1* mRNA in LECs from the lymphatic vessels of the Tie1/-2–deleted and Ang2 Ab–inhibited mice, suggesting a failure of lymphatic vessel maturation (Supplemental Figure 19 and Supplemental Table 1) (34). 

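*Kdr* (chromosome 5 of GRCm38, 75932827 to 75978458) went with Tie1/-2 deletion from 802 ± 101 to 404 ± 38.0 CPM (SD, n = 2 plates). The log2 fold change was −0.99 (SE 0.18), and the adjusted p in edgeR was 0.0500226, just above the threshold, and 0.00102 adjusted over the list alone. *Kdr* was called under 4 of 11 alternatives (adjusted p from 0.00107 to 0.145). *Lyve1* (chromosome 7, 110850607 to 110863239) went from 1620.4 ± 39.8 to 3719 ± 243 CPM, a log2 fold change of 1.20 (SE 0.21, adjusted p = 0.0378). It was called under 8 of 11 alternatives (adjusted p from 3.75e-05 to 0.0601). With Tie1 deletion the plates overlapped for both genes, with log2 fold changes of −0.05 for *Kdr* and 0.28 for *Lyve1*. Between plates of the same sex and layout, *Lyve1* was higher in the deleted plate each time (log2 ratios of 0.39 and 0.20). *Kdr* went both ways there (0.05 and −0.15). The differences between the 2 deletions were −0.94 for *Kdr* (adjusted p = 0.371) and 0.92 for *Lyve1* (adjusted p = 0.484). In LECs of the Ang2 Ab library *Kdr* was at 396 CPM, against 449 CPM with IgG, a ratio of 0.883 (95% interval, 0.847 to 0.919) below which 2357 of 10564 genes lay. *Lyve1* was at 3099.98 CPM, against 1894 CPM with IgG, a ratio of 1.64 (1.61 to 1.66) that 288 genes exceeded. In collector-like LECs *Lyve1* went from 198 to 1048 CPM, a ratio of 5.29 (4.66 to 6.02), and in capillary-like LECs the ratio was 1.49 (1.43 to 1.55). The ratio of *Kdr* was 0.723 (0.627 to 0.830) in collector-like and 1.02 (0.926 to 1.12) in capillary-like LECs. In proliferating LECs it was 1.37 (1.20 to 1.56), a rise.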

The Tie1/-2–deleted mice also showed a significant decrease in the expression of other genes implicated in collecting lymphatic vessel formation, including the *Gata2* and *Foxc2* transcription factors and claudin 11, which are involved in lymphatic valve development (Supplemental Figure 19 and Supplemental Table 1) (49–51). Furthermore, the expression of several genes involved in intracellular trafficking and extracellular matrix biosynthesis was dysregulated in a similar manner in the Tie1-deleted, Tie1/-2–deleted, and Ang2 Ab–treated pups (Supplemental Figures 20 and 21). Thus, the transcriptomic effects of Tie receptor deletion and Ang2 inhibition in single LECs indicated profound changes in the expression of transcripts implicated in growth factor receptor signaling and lymphatic vessel formation and matrix biosynthesis.

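*Cldn11* (chromosome 3 of GRCm38, 31149920 to 31164324) was at 410.02 ± 28.0 CPM (SD, n = 2 plates) in the *Tie1* *Tie2 fl/fl* and at 71.3 ± 7.85 CPM in the *Tie1* *Tie2 iΔLEC* plates, a log2 fold change of −2.52 (SE 0.20, adjusted p = 0.00149 in edgeR). It was called under all 11 alternatives that give a test. *Gata2* (chromosome 6, 88193891 to 88207032) was at 379 ± 1.09 and 141 ± 47.0 CPM, a log2 fold change of −1.43 (SE 0.27). Its adjusted p was 0.0572 over all genes (4.22e-05 to 0.121 over the alternatives, 4 of 11 of which called it) and 0.00107 adjusted over the list alone. *Foxc2* (chromosome 8, 121116171 to 121118895) was at 333 ± 32.3 and 95.7 ± 86.4 CPM, a log2 fold change of −1.80 (SE 0.57). Its adjusted p was 0.285 over all genes (6.22e-08 to 0.336 over the alternatives, 2 of 11 of which called it) and 0.0154 adjusted over the list alone. The *Tie1* *Tie2 iΔLEC* plates lay at 157 and 34.6 CPM of *Foxc2*. The log2 fold change of *Foxc2* was −3.30 without the first of them and −1.09 without the second, and that of *Gata2* was −1.85 and −1.13. With Tie1 deletion the log2 fold change was 0.18 for *Cldn11*, −0.06 for *Gata2*, and 0.21 for *Foxc2*, none of them called. The difference between the 2 deletions was −2.70 for *Cldn11* (adjusted p = 0.0149), −1.37 for *Gata2* (adjusted p = 0.379), and −2.01 for *Foxc2* (adjusted p = 0.592). Adjusted over the list alone, 10 of the 12 genes were under 0.05 with Tie1/-2 deletion, *Prox1* and *Flt4* being the exceptions. The list was chosen by the paper on these same samples, so this is not independent evidence.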

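The paper's main text names no genes for these groups, and its Supplemental Figures were not analysed here, so 2 sets were fixed from gene symbols, 158 tested genes of the extracellular matrix and 301 of intracellular trafficking. Of the 158 matrix genes, 117 fell with Tie1/-2 deletion, with a median log2 fold change of −0.92. The matrix set was shifted down in limma's camera test with a preset correlation of 0.01 (p = 4.48e-10), with the correlation estimated from the data (p = 0.0136), and in limma's fry test (p = 0.00477). Of its genes 17 were called, among them *Adamts1*, *Col23a1*, *Eln*, *Fn1*, *Igfbp3*, *Tnc*, and *Vwf*, of which 13 of the 17 fell and 4 rose. These are model-based p-values from 2 plates per genotype, for which no permutation test of useful size exists. With Tie1 deletion the median log2 fold change of the set was 0.15, with a p of 0.357 in camera. In the Ang2 Ab library the median log2 ratio of the 151 matrix genes with UMIs was 0.04, at percentile 94.5 of 10000 random lists matched on expression. Trafficking genes had a median log2 fold change of −0.01 with Tie1 deletion and of 0.04 with Tie1/-2 deletion, with a p of 0.838 and 0.433 in camera. Of these genes *Arl4c* and *Copg2* were called with Tie1/-2 deletion, 1 higher and 1 lower. In the Ang2 Ab library the median log2 ratio of 300 trafficking genes was 0.00, at percentile 37.1 of the random lists. No call of camera changed with fry's directional test or with an estimated correlation. Fry also tests for changes in either direction, which was looked at only after the values were seen. In that test the matrix set had a p of 0.00599 with Tie1 deletion and of 4.76e-06 with Tie1/-2 deletion, and the trafficking set had a p of 0.717 and 0.0398 (0.0579 with RLE factors for the last). The sign of the change was the same in the 3 models for 65 matrix genes (43.0%) and 91 trafficking genes (30.3%), and for 4937 of all 15463 genes (31.9%). Pearson's r across the matrix genes was 0.238 between the 2 deletions, 0.466 between Tie1/-2 deletion and Ang2 Ab, and 0.195 between Tie1 deletion and Ang2 Ab. Across the trafficking genes it was −0.211, 0.301, and 0.0269 in the same order; genes are not independent replicates.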

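Among the 237 genes called with Tie1/-2 deletion, the genes that rose and fell most were taken from those with a mean of at least 10 CPM and no overlap between the plates. Summed over the 2 plates of each genotype, there were 179828199 counts in the *Tie1* *Tie2 fl/fl* and 171580102 counts in the *Tie1* *Tie2 iΔLEC* plates. *Kcnk5* had 17322 counts in the *Tie1* *Tie2 fl/fl* and 0 in the *Tie1* *Tie2 iΔLEC* plates. With a floor of 3 counts it was 5509-fold lower, and the upper end of its 95% counting interval was a ratio of 0.000223. *Prkar1b* went from 42977 to 6 counts and *Hbegf* from 5357 to 6. *Esm1* rose from 39 to 11661 counts, a ratio of 313 (95% counting interval, 229 to 441). *Slco4a1* rose from 15 to 7806 counts, a ratio of 545 (330.5 to 975), and *Serpinb11* from 6 to 3826 counts, a ratio of 668 (307 to 1822). These intervals leave out the spread between plates. With each plate left out in turn, the log2 fold change ranged from 7.58 to 11.46 for *Esm1* and from 8.19 to 14.89 for *Slco4a1*. That of *Serpinb11* ranged from 8.33 to 13.74. *Slc9a9* rose from 489 to 11924 counts and *Prn* from 235 to 3574 counts. With Tie1 deletion, where edgeR's test called no gene, *Kcnk5* went from 103 to 37.9 CPM and *Prkar1b* from 191 to 64.5 CPM. Both were called without the filter on low counts and with DESeq2 (adjusted p = 0.0190 and 0.00986). *Hbegf* went the other way, from 18.3 to 33.1 CPM, and the plates overlapped for *Hbegf*, *Slc9a9*, and *Prn*. *Esm1* was at 0.0685 CPM in the *Tie1 fl/fl* and at 3.85 CPM in the *Tie1 iΔLEC* plates. It too was called without the filter and with DESeq2 (adjusted p = 1.04e-06). In LECs of the Ang2 Ab library the highest ratios to IgG among genes with at least 100 UMIs were those of *Kcng2* (9.85), *Htr2a* (9.85), *Kcns1* (9.09), *5330416C01Rik* (8.82), and *Gm525* (8.74). The lowest were those of *Cxcl2* (0.0173, from 215 to 2 UMIs, interval 0.00208 to 0.0632), *Ackr4* (0.0765), *Apoc1* (0.107), *Selp* (0.126), and *Ch25h* (0.139). From the transcripts changed by the Tie deletions and by Ang2 Ab, the paper concludes that genes of growth factor receptor signaling, of lymphatic vessel formation, and of matrix biosynthesis changed profoundly.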

### Tie receptors and Ang2 are required for VEGF-C–induced lymphangiogenesis in adult mice.

Our previous studies have shown that, with the exception of the lacteal vessels in the gut and meningeal lymphatic vessels, the growth or survival of developing lymphatic vessels is dependent on endogenous VEGF-C only during the first couple of weeks postnatally (12, 52, 53). To determine whether the Tie receptors are required for VEGF-C–induced lymphangiogenesis in adult mice, we deleted both Tie1 and Tie2 in adult mice and then injected into their ear skin or tibialis anterior muscle, respectively, an adenoviral (Ad) or AAV vector encoding VEGF-C. We found considerably less VEGF-C–induced lymphangiogenesis in the Tie1/-2–deleted mice than in the control mice (Figure 9, A–D, and Supplemental Figure 22A). To determine whether Ang2 is also required for VEGF-C–induced lymphangiogenesis in adult mice, we injected Ad–VEGF-C into the ear skin and control IgG- or Ang2-blocking Abs intraperitoneally into the same mice. Analysis of the immunostained lymphatic vessels indicated that Ang2 inhibition reduced the VEGF-C–induced increase in lymphatic vessel area density and lymphatic sprouting (Figure 9, E and F, and Supplemental Figure 22B), showing that the Ang2 dependency was retained in adult lymphangiogenesis induced by VEGF-C. In summary, these results indicated that both the Tie receptors and endogenous Ang2 were required for VEGF-C–induced lymphangiogenesis in adult mice.

## Discussion

*ANGPT2* mutations and cosegregating *TIE1* variants were recently identified in patients with primary lymphedema (29, 30), which prompted us to investigate the specific roles of Ang2 and its Tie2-Tie1 receptor complex in the growth of lymphatic vessels postnatally and in adult tissues. Our results showed that Ang2/Tie/PI3K signaling was required for normal postnatal lymphatic vessel development via the maintenance of VEGFR3 expression on the surface of LECs. We detected Tie1 and VEGFR3 in close proximity to each other in cultured LECs, particularly at cell-cell junctions, and in the same intracellular vesicles following VEGF-C stimulation. *Pi3kca* deletion resulted in lymphatic vessel defects similar to those seen with deletion of Ang2 or both Tie1 and Tie2. Furthermore, in LMs driven by constitutively active *Pik3ca^H1047R^*, inhibition of PI3K activity, but not of Ang2, reduced VEGFR3 expression in a VEGF-C–dependent manner. Importantly, deletion of both Tie receptors or treatment with Ang2-blocking Abs also inhibited VEGF-C–induced lymphangiogenesis in adult mice. Overall, these results demonstrate that Ang2/Tie/PI3K signaling was required for VEGFR3 cell-surface expression and lymphangiogenesis (Figure 10).

### Function of the Ang2/Tie pathway in lymphatic vessel development and growth.

Unlike Ang1, Ang2 is a poor activator of Tie2 in BECs, but it can act as an agonistic ligand to activate Tie2 in LECs, because these cells lack VE-PTP, which dephosphorylates Tie2 in BECs (13, 16, 30). In the present study, blocking of Ang2, deletion of the *Angpt2* gene, or deletion of Tie1 during postnatal lymphatic vessel growth resulted in an abnormal lymphatic capillary network, whereas deletion of Tie2 alone was without effect, as previously reported (19, 34). This correlated with our finding of substantial Tie2 expression only in the collecting lymphatic vessels. Such regional specification of Tie expression occurs also in angiogenic sprouts of blood vessels, where the tip cells mainly express Tie1, which negatively regulates Tie2 surface presentation (21). In collecting lymphatic vessels, deletion of both Tie1 and Tie2 led to a more severe phenotype than deletion of either one alone, suggesting that Tie2 cooperates with Tie1 in the postnatal growth of collecting lymphatic vessels. The inhibition of cutaneous collecting lymphatic vessel enlargement after deletion of either Tie1 or Tie2 in transgenic pups expressing the endothelial cell–specific *Angpt2* transgene provided further evidence that Ang2 signals via the Tie receptors in LECs. These data indicate that Ang2 and Tie1 are the major regulators of postnatal lymphatic capillary network development and that deficiency of either one results in a similar phenotype, whereas Tie1 and Tie2 cooperate in the development of collecting lymphatic vessels.

### The Ang2/Tie pathway is required for cell-surface expression of VEGFR3.

We found that a lack of Ang2 or Tie1 led to decreased VEGFR3 staining on the surface of lymphatic capillary LECs, whereas the signal in the Golgi complexes of capillary LECs was preserved, consistent with continued biosynthesis of VEGFR3. In collecting lymphatic vessels, Ang2 deficiency or Ang2 blockage, or deletion of both Tie1 and Tie2 also reduced VEGFR3 staining intensity. Furthermore, Ang2 blockade reduced cell-surface expression of both Tie1 and VEGFR3, which were enriched at LEC cell-cell junctions in control LECs. Although a small fraction of Tie1 was proteolytically cleaved upon VEGF-C treatment, immunofluorescence staining showed that VEGF-C treatment led to colocalization of VEGFR3 and Tie1 first in RAB5- and EEA1-positive early/sorting endosomes and, subsequently, in the RAB7-positive late endosomal degradative vesicle route. The mature form of VEGFR3 was reduced in ear lysates from Ang2-inhibited, Ang2-deleted, and Tie1-deleted pups, confirming that Ang2/Tie signaling was required to sustain expression of the mature VEGFR3 protein. Changes in the VEGFR3 polypeptides induced by Ang2 Ab in vivo thus resembled those induced by VEGF-C in cultured LECs. The possibility that the attenuated Ang2/Tie receptor signaling tilts the balance of internalized VEGFR3 routing from the cell-surface recycling pathway to the late endosomal degradative pathway, needs to be addressed in future studies. Our results show that VEGFR3 and Tie1 associated with each other and at least partly shared the same internalization route, that both Tie1 and Ang2 were required to sustain cell-surface expression of the VEGF-C/D receptor VEGFR3 in capillary LECs, and that both Tie1 and Tie2 were required for VEGFR3 expression in collecting lymphatic vessels.

### Downstream of Ang2 and Tie receptors, PI3K regulates lymphatic vessel development and VEGFR3 expression.

The PI3K pathway downstream of the Tie receptor complex is involved in directing receptor tyrosine kinase–containing endocytic vesicles to recycling or degradation (13, 40). We found that Ang2 Ab treatment reduced VEGF-C–induced Akt phosphorylation downstream of PI3K, indicating impaired PI3K activation. Mechanistically, VEGF-C treatment resulted in Ang2 release from LECs and at least transiently increased Tie2 activation, which was blocked by the Ang2 Ab. These results are in line with our in vivo results showing that Tie2 was required for Ang2-induced collecting lymphatic vessel enlargement. Furthermore, these results provide a link between the 2 growth factor pathways by showing that VEGF-C–induced PI3K activation was boosted by autocrine Ang2 secreted by the LECs.

Previous work has indicated that the VEGFR3 protein is increased in the dense network of hyperbranched lymphatic vessels that develop in transgenic mice expressing a catalytically activated mutant *Pik3ca^H1047R^* (45). Furthermore, double-heterozygous deletion of VEGFR3 and the p110α catalytic subunit of PI3K results in severe lymphatic vessel defects and early postnatal lethality (54). This may be explained by our finding that postnatal p110α deletion from LECs resulted in reduced VEGFR3 surface expression and defective cutaneous lymphatic vessels, including collecting vessels that had reduced numbers of valves, as also found in the Tie1/-2 double-deleted pups. Consistent with this, in the LMs of *Pik3ca^H1047R^* mice, PI3K inhibitors reduced VEGFR3 protein levels in a VEGF-C–dependent manner. However, Ang2 Ab treatment did not affect VEGFR3 levels in the *Pik3ca^H1047R^* mice, as the constitutive mutant PI3K functions downstream of the Ang2-Tie receptor complex. Thus, although we found that Ang2 and PI3K similarly regulated VEGFR3 during postnatal lymphatic vessel development, only PI3K inhibition reduced the elevated VEGFR3 expression driven by the constitutively active PI3K. It has been reported that deletion of the *Akt1* gene in mouse embryos leads to atrophic lymphatic vessels and that rapamycin reduces VEGFR3 expression in LECs (55, 56). This corroborates the idea that the Ang2/Tie and VEGF-C/VEGFR3 pathways are linked via the PI3K/Akt/mTOR pathway. In summary, decreased PI3K activation via the Tie receptor complex was at least partially responsible for the observed loss of VEGFR3 from the cell surface that led to lymphatic vessel defects in the Tie-deleted pups.

### Transcriptomic changes upon loss of Ang2/Tie signaling.

Our scRNA-Seq of LECs isolated from Ang2 Ab–treated, Tie1-deleted, and Tie1/-2–deleted pups showed upregulation of *Angpt2* transcripts. As Tie-PI3K activation via Akt kinase activation and subsequent FoxO1 transcription factor inactivation inhibits Ang2 expression in endothelial cells (27), our results confirm that Ang2 acted as an agonistic Tie2 ligand in LECs. In addition, LECs isolated from Tie1/-2–deleted pups and Ang2 Ab–treated pups revealed downregulation of transcripts encoding Nrp2, which acts as a coreceptor of VEGFR3 and is required for VEGF-C–induced lymphatic vessel sprouting (48). 

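In LECs of the Ang2 Ab library *Nrp2* was at 285 CPM (95% interval, 274 to 297), against 433 CPM (423 to 444) with IgG, a ratio of 0.659 (0.629 to 0.690). A lower ratio was found for 401 of 10564 genes. The ratio was 0.580 (0.480 to 0.698) in collector-like and 0.832 (0.755 to 0.916) in capillary-like LECs. In proliferating LECs it was 0.991 (0.866 to 1.13), not detectably different from 1 at this depth. *Itga9*, *Gata2*, and *Foxc2* had ratios of 0.853 (0.797 to 0.912), 0.776 (0.695 to 0.865), and 0.661 (0.592 to 0.736) in the LECs without the unnamed *Prox1*-expressing cluster, and *Cldn11* had one of 1.02 (0.925 to 1.12). The ratio of *Cldn11* depended on the processing, with 0.703 (0.559 to 0.878) at a limit of 5% mitochondrial UMIs and 0.590 (0.497 to 0.697) at a resolution of 0.5. With the *Prox1*-expressing cluster, which held most of this transcript, it stayed at 1.02 (0.971 to 1.08), from 3955 and 2227 UMIs in place of 1233 and 675. The ratio of *Foxc2* was 0.824 (0.759 to 0.893) when the *Prox1*-expressing cluster was counted as LECs, a choice made after the data were seen, and 0.776 (0.676 to 0.889) at a limit of 5% mitochondrial UMIs. At a resolution of 1.0, that of *Cldn11* was 0.505 (0.276 to 0.877) in collector-like and 0.631 (0.332 to 1.13) in capillary-like LECs. In proliferating LECs it was 2.04 (1.26 to 3.34), from 34 and 39 UMIs. In the unnamed clusters compared it was 0.418, 0.512 (0.393 to 0.662), 0.611, and 1.19 (0.863 to 1.61). Valve-like LECs, with *Cldn11* among their leading genes, were 6.12% (IgG) and 7.59% (Ang2 Ab) of the LECs and were not compared. The ratio of 1.02 over all LECs can therefore reflect the shares of classes as well as levels within them.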

Integrin α9, which binds VEGF-C, was also downregulated in the Tie1/-2–deleted pups, along with the Gata2 and Foxc2 transcription factors, which are essential for lymphatic valve development, and Cldn11, which marks lymphatic valves (47, 49–51). The fact that Gata2 and Foxc2 are both regulated by shear stress in lymphatic vessels suggests that the lymphatic vessels were dysfunctional in the Tie1/-2–deleted mice (2). Furthermore, constitutive Tie1 or Ang2 deficiency is known to result in impaired lymphatic function, and Tie1 has been suggested to be involved in mechanosensing of shear stress (14, 15, 17, 19, 57). Overall, these results indicate that the observed downregulation of VEGFR3, as well as the reduced expression of its coreceptors contributed to the observed deficiency of normal lymphangiogenesis and lymphatic maturation. Our scRNA-Seq results also implicated the Ang2/Tie pathway in the regulation of 2 key lymphatic transcription factors, extracellular matrix components, and intracellular vesicle trafficking. These results should be further investigated in future studies.

### Clinical implications of the crosstalk between Ang2/Tie and VEGF-C/VEGFR3 pathways.

Lymphatic vessels play critical roles in normal physiology, and their dysfunction leads to tissue edema. VEGF-C–induced lymphangiogenesis also participates in antitumor immune responses and tumor metastasis, inflammatory bowel diseases, and neurodegenerative and neuroinflammatory diseases (2, 3). Our study shows that Ang2/Tie signaling cooperated with the VEGF-C/VEGFR3 pathway involved in regulation of the development and growth of lymphatic capillaries and collecting vessels. Notably, our discovery that Ang2 and Tie1 were required for cell-surface VEGFR3 expression in the cutaneous lymphatic capillaries is consistent with previous findings that loss-of-function mutations of Ang2, and possibly of Tie1, predispose individuals to lymphedema and hydrops fetalis (29, 30, 58). In contrast, mutations of Ang1 and Tie2 have been found in patients with glaucoma who have increased intraocular pressure and compromised function of the Schlemm’s canal (SC), a lymphatic-like vessel that drains the intraocular fluid (59, 60). Additionally, a recent study showed that Tie1-deleted mice have a hypomorphic SC and elevated intraocular pressure (61). The inhibition of VEGF-C–mediated lymphangiogenesis that we report here could also be involved in the peripheral edema that has been reported in clinical trials using Ang2 inhibitors (62).

The finding that Ang2 blockade and Tie receptor deletion reduce VEGF-C–induced lymphangiogenesis in adult mice is of translational interest. A recent study showed the importance of agonistic Ang2/Tie2 signaling in maintaining lymphatic vessels in tumors and identified Ang2 as a therapeutic target in lymphatic metastasis, as acute treatment with Ang2-blocking Ab led to regression of the intratumoral lymphatic network (32). This finding is consistent with the atrophy and increased apoptosis we found in defective postnatal collecting lymphatic vessel development in Tie1/-2–deleted mice. Perhaps Ang2 can act as an autocrine survival factor in LECs, as it does in BECs (27). Given our findings, it would be interesting to test the VEGF-C/D trap in combination with the Ang2-blocking Ab or the PI3K inhibitor for suppression of lymphatic metastasis.

Whereas inhibition of lymphangiogenesis is desirable in LMs, lymphangiogenesis reactivation could be therapeutic in secondary lymphedema. Several strategies to therapeutically target lymphatic vessels are based on manipulation of the VEGF-C/VEGFR3 pathway (4, 63). Ad vector–based VEGF-C gene therapy is currently in a phase II clinical trial involving patients with breast cancer–associated secondary lymphedema (4, 7, 64). A more profound understanding of Ang2 and Tie1 signaling should be of clinical interest, as Ang2 mutations were already implicated in human primary lymphedema, and Tie1 may follow suit (29, 30). Perhaps increased autocrine Ang2 secretion by LECs could also improve VEGF-C–induced therapeutic lymphangiogenesis in lymphedema (7). The crosstalk between the VEGF-C and Ang signaling pathways will hopefully open new avenues for improved therapeutic manipulation of lymphangiogenesis.

## Methods

Further information can be found in the Supplemental Methods.

### Data availability.

All scRNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (65) (GEO GSE202989).

### Statistics.

Results are expressed as the mean ± SEM. Statistical analysis was carried out with a 2-tailed Student’s *t* test or 1-way ANOVA, followed by Dunnett’s or Bonferroni’s post hoc test for multiple comparisons, using GraphPad Prism (GraphPad Software). A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

Experimental procedures involving the use of mice were approved by the Project Authorization Board in Finland and the Uppsala Animal Experiment Ethics Board (Uppsala, Sweden). Mice were housed at a facility in individually ventilated cages with enrichment materials, following the guidelines of the Federation of European Laboratory Animal Science Associations.

## Author contributions

EAK conceived the study, designed experiments, conducted experiments, analyzed and interpreted results, and wrote the manuscript. AM, SKJ, AA, AP, YZ, SS, IL, LS, LA, ZS, EK, AS, IS, and AL designed and conducted experiments and analyzed and interpreted results. LE and YH supervised research. VML and HGA provided materials. KV, PS, and TM designed experiments, interpreted results, and supervised research. KA conceived the study, interpreted the results, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental video 1

## Figures and Tables

**Figure 1:**
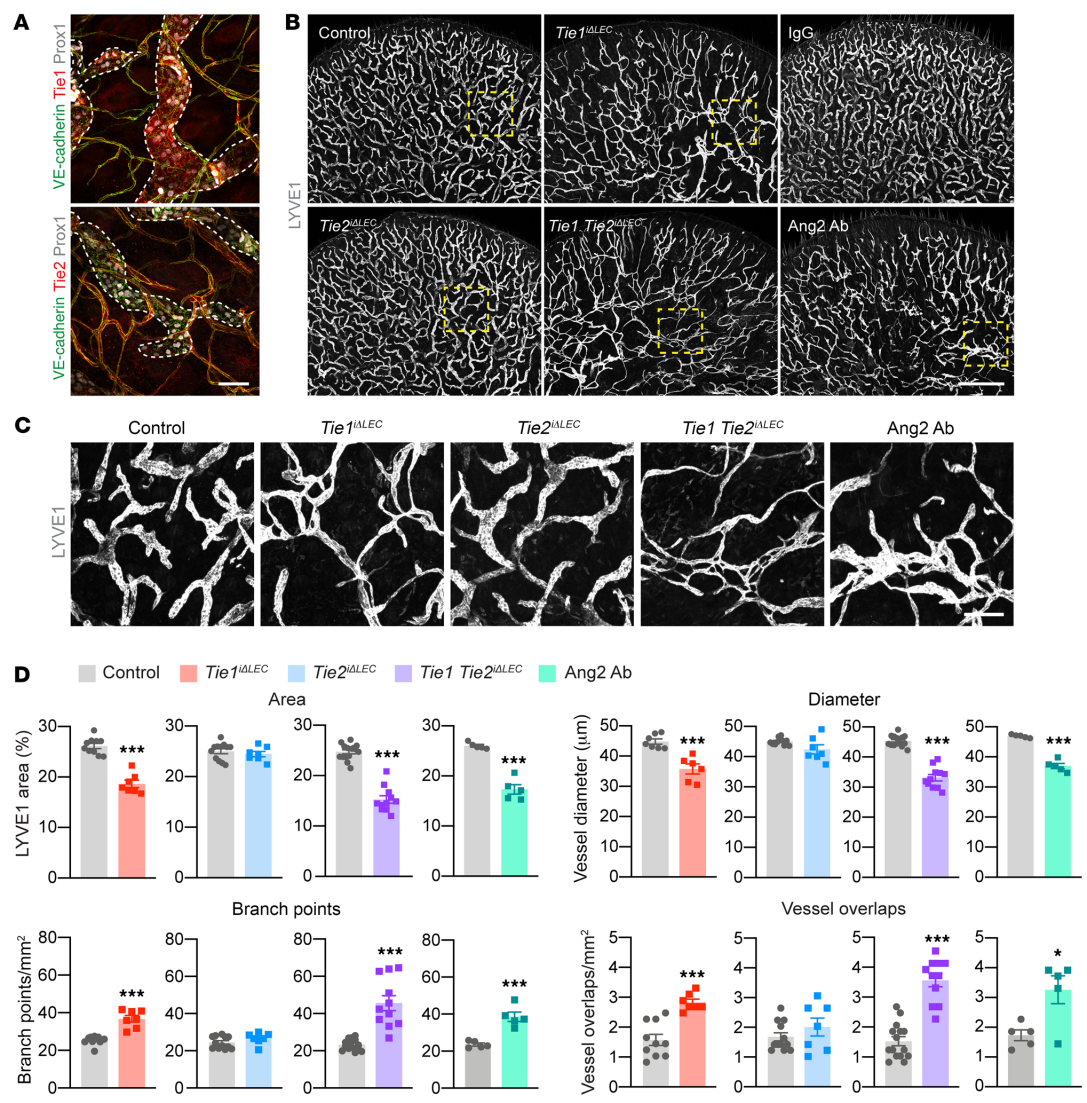
Postnatal Tie1, Ang2, or Tie1/-2 deficiency results in an abnormal cutaneous lymphatic capillary network. (**A**) Representative images of VE-cadherin, Prox1, Tie1, and Tie2 immunostaining in ear skin from P21 pups. Dashed lines indicate lymphatic capillaries. Scale bar: 50 μm. (**B**) LYVE1 staining of ventral ear skin from control, Tie1-deleted (control: *n =* 10; Tie1-deleted: *n =* 7), Tie2-deleted (control: *n =* 12; Tie2-deleted *n =* 7), Tie1/-2–deleted (control: *n =* 15; Tie1/-2–deleted: *n =* 11), lgG-treated (*n =* 5), and Ang2 Ab–treated (*n =* 5) pups on P21. Scale bar: 1 mm. (**C**) Magnification of the area outlined by the dashed boxes in **B**. Scale bar: 200 μm. (**D**) Quantification of the LYVE1-positive vessel area, vessel diameter, branch points, and vessel overlaps. Data represent the mean ± SEM. *P < 0.05 and ***P < 0.001, by 2-tailed Student’s *t* test.

**Figure 2:**
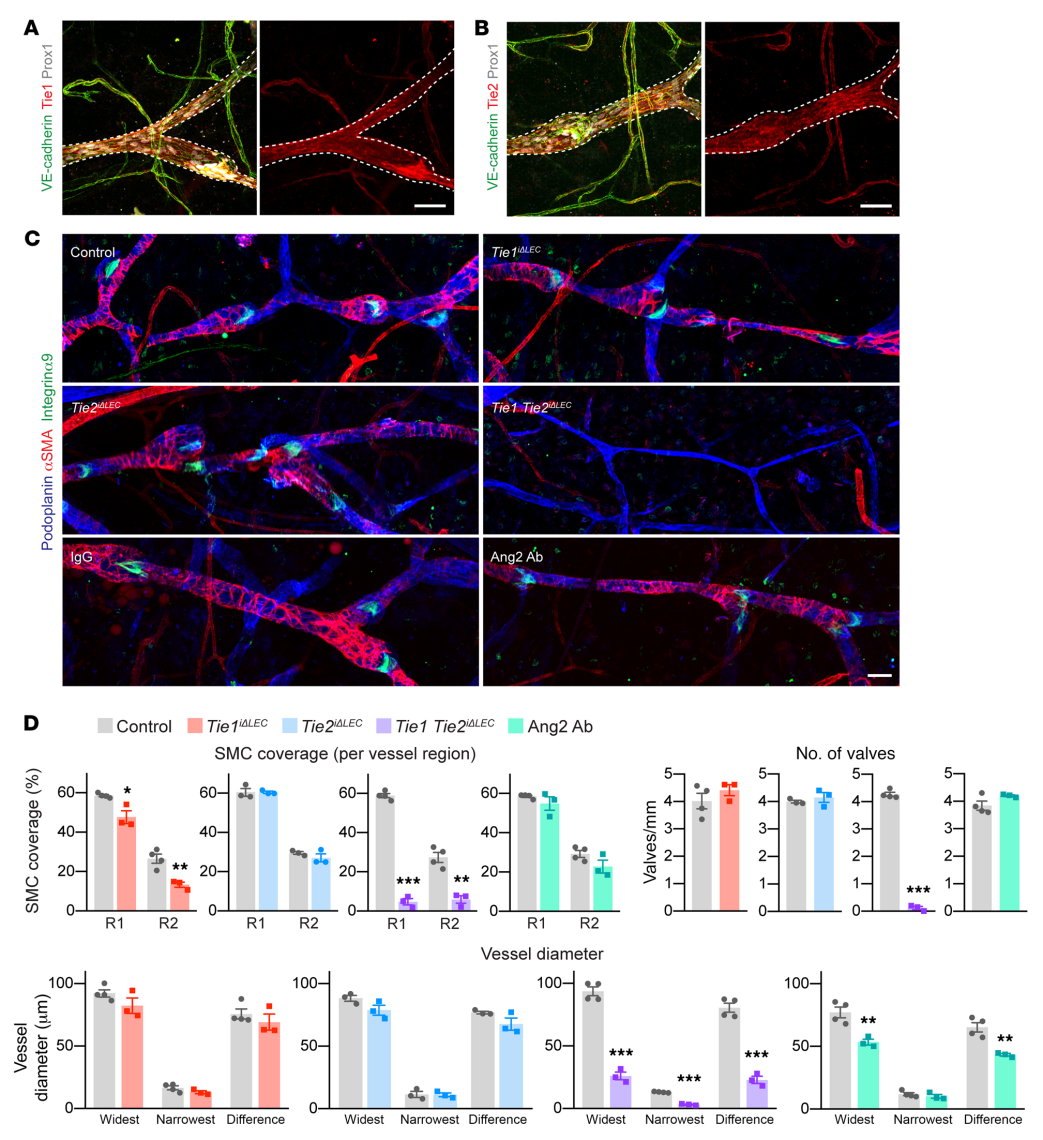
Double-deletion of Tie1 and Tie2 leads to reduced SMC coverage and a lack of valves in collecting lymphatic vessels. (**A** and **B**) Representative images of P21 ear skin immunostained for VE-cadherin, Prox1, and Tie1 or Tie2. Dashed lines indicate the collecting lymphatic vessels. Scale bars: 50 μm. (**C**) Dorsal ear skin of Tie1-deleted (control: *n =* 4; Tie1-deleted: *n =* 3), Tie2-deleted (control: *n =* 3; Tie2-deleted *n =* 3), Tie1/-2–deleted (control: *n =* 4; Tie1/-2–deleted *n =* 3), and Ang2 Ab–treated (IgG: *n =* 4; Ang2 ab: *n =* 3) P21 pups, immunostained for podoplanin, αSMA, and integrin α9. Scale bar: 50 μm. (**D**) Quantification of SMC coverage per collecting lymphatic vessel region, the number of valves, the widest and narrowest vessel diameters measured from entire collecting lymphatic vessels, and the differences between the two. R1 and R2 indicate the proximal and distal lymphatic collecting vessel regions, respectively. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test.

**Figure 3:**
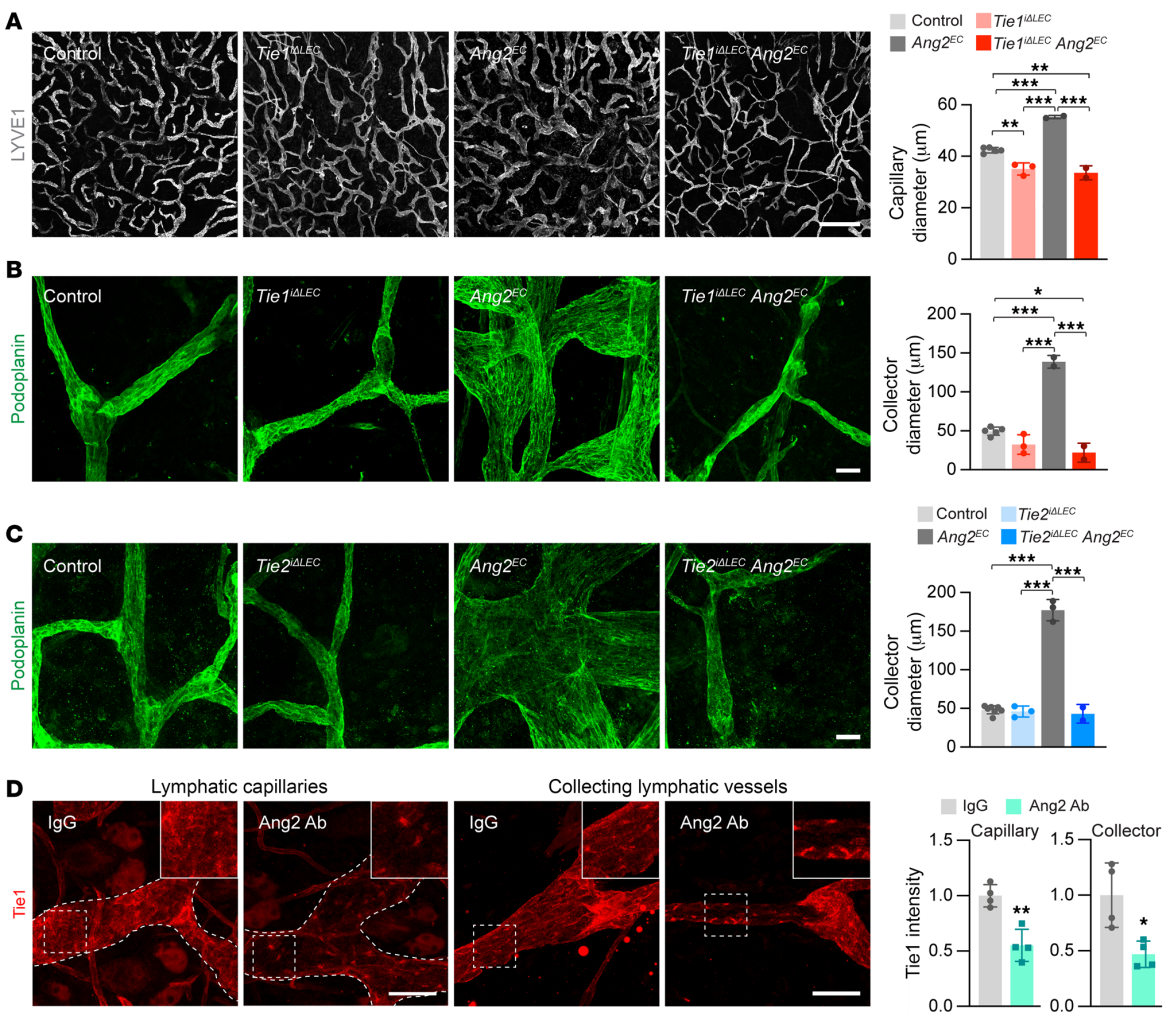
Requirement of Tie1 and Tie2 for Ang2-induced lymphatic vessel enlargement and Ang2 for Tie1 expression on the surface of LECs. (**A**) Images of LYVE1 staining of ventral ear skin in control (*n =* 5), Tie1-deleted (*Tie1^iΔLEC^*, *n =* 3), Ang2-overexpressing (*Ang2^EC^*, *n =* 2), and *Tie1^iΔLEC^* *Ang2^EC^* (*n =* 2) p21 pups. Scale bar: 500 μm. Graph shows quantification of the average lymphatic capillary diameter. (**B**) Images of podoplanin staining of collecting lymphatic vessels in dorsal ear skin from the pups indicated in **A** on P21. Scale bar: 50 μm. Graph shows quantification of the widest collecting lymphatic vessel diameter. (**C**) Images of podoplanin staining of collecting lymphatic vessels in dorsal ear skin in control (*n =* 7), Tie2-deleted (*Tie2^iΔLEC^*, *n =* 3), Ang2-overexpressing (*Ang2^EC^*, *n =* 3), and *Tie2^iΔLEC^* *Ang2^EC^* (*n =* 2) pups on P21. Scale bar: 50 μm. Graph shows quantification of the widest collecting lymphatic vessel diameter. (**D**) Images of Tie1 staining and quantification in lymphatic capillaries and collecting vessels in ear skin from IgG- (*n =* 4) and Ang2 Ab–treated (*n =* 4) pups on P21, normalized to control. Scale bars: 50 μm. Magnification: 1.87. Data represent the mean ± SEM. **P < 0.01 and ***P < 0.001, by 1-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (**A**–**C**) and 2-tailed Student’s *t* test (**D**).

**Figure 4:**
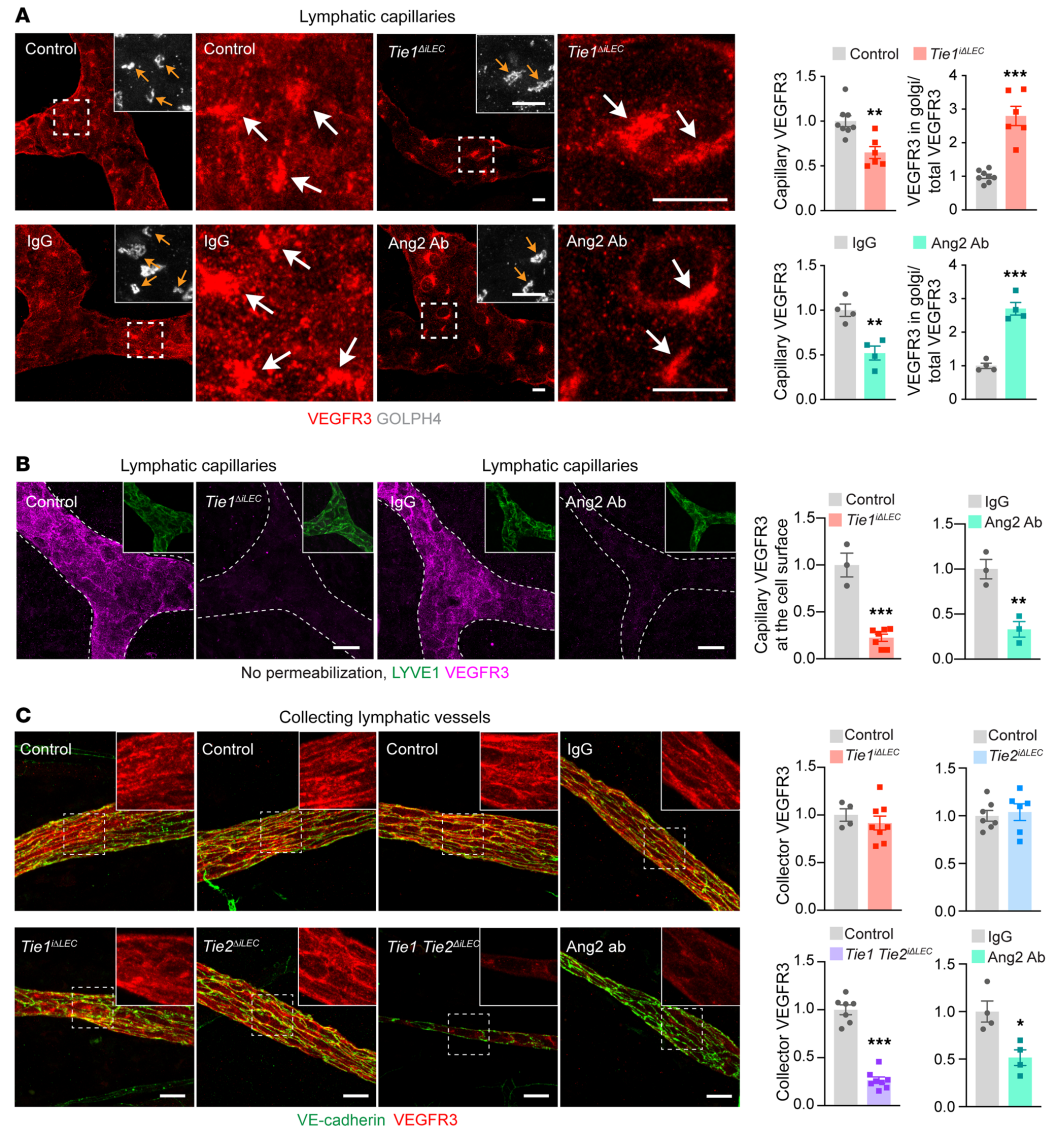
Lack of Ang2 or Tie receptors leads to loss of VEGFR3 from the LEC surface. (**A**) Images of lymphatic capillaries in ear skin from control (*n =* 8), Tie1-deleted (*n =* 6), IgG-treated (*n =* 4), and Ang2 Ab–treated (*n =* 4) P21 pups, immunostained for VEGFR3 and GOLPH4. Arrows point to VEGFR3 in the Golgi complex. Quantifications show a decrease in VEGFR3 immunofluorescence in capillary LECs and an increase in Golgi complex VEGFR3 immunofluorescence compared with total VEGFR3, normalized to control. Scale bars: 10 μm. (**B**) Cell-surface immunostaining for VEGFR3 in lymphatic capillaries of the ear skin from Tie1-deleted (control: *n =* 3; Tie1-deleted: *n =* 7) and Ang2-inhibited (*n =* 3 per group) P21 pups. Graphs show quantification of VEGFR3 immunofluorescence at the cell surface, normalized to control. Scale bars: 20 μm. Magnification: 0.40. (**C**) Immunostaining of VEGFR3 and VE-cadherin in collecting lymphatic vessels in ear skin from Tie1-deleted (control: *n =* 4; Tie1-deleted: *n =* 8), Tie2-deleted (control: *n =* 7; Tie2-deleted *n =* 6), Tie1/-2–deleted (control: *n =* 7; Tie1/-2–deleted *n =* 8), and Ang2 Ab–treated (*n =* 4 per group) P21 pups. Quantification of VEGFR3 immunofluorescence in collecting lymphatic vessels, normalized to control. Scale bars: 20 μm. Magnification: 1.86. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test.

**Figure 5:**
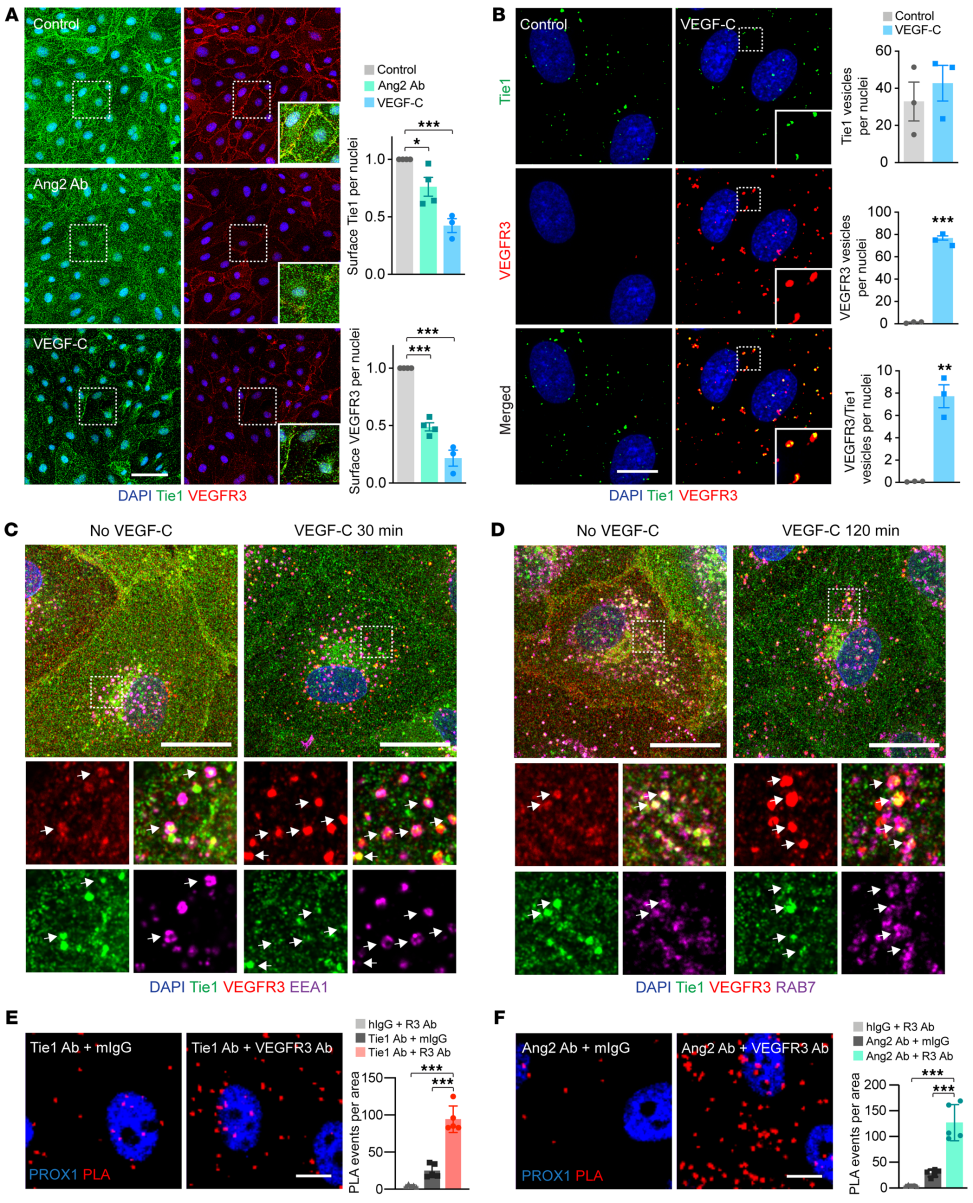
Effect of Ang2 Ab and VEGF-C on the localization of VEGFR3 and Tie1 in cultured LECs. (**A**) Cell-surface staining of VEGFR3 and Tie1 in LECs treated with a control IgG (*n =* 4) or Ang2 Ab (*n =* 4) for 30 minutes or stimulated with VEGF-C (*n =* 3) for 20 minutes. Scale bar: 50 μm. Magnification: 1.66. Graphs show quantification of VEGFR3 and Tie1 staining on the cell surface normalized to the IgG control. (**B**) Images showing colocalization of VEGFR3 and Tie1 in intracellular vesicles of LECs stimulated with VEGF-C for 20 minutes. Scale bar: 10 μm. Graph shows quantification of the number of VEGFR3- and Tie1-positive vesicles per nuclei (*n =* 3). Magnification: 2.36. (**C** and **D**) Colocalization of VEGFR3 with Tie1 and EEA1 (sorting endosomes) after 30 minutes of VEGF-C exposure (**C**) or RAB7 (late endosomes) after 120 minutes of VEGF-C exposure (**D**). The overview image shows a maximum projection. The boxed regions are shown as zoomed-in images of 1 optical slice per channel. White arrows point to some of the triple-positive (VEGFR3, Tie1, and EEA1 or RAB7) vesicles. Scale bars: 20 μm. Magnification: 3.24. (**E** and **F**) PLA immunofluorescence and quantification of PLA spots for Tie1 and VEGFR3 (**E**) and Ang2 and VEGFR3 (**F**) in permeabilized LECs (*n =* 5 fields of view; experiments were repeated 3 times with similar results). Scale bars: 10 μm. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by 1-way ANOVA with Dunnett’s post hoc test for multiple comparisons (**A**, **E**, and **F**) and 2-tailed Student’s *t* test (**B**).

**Figure 6:**
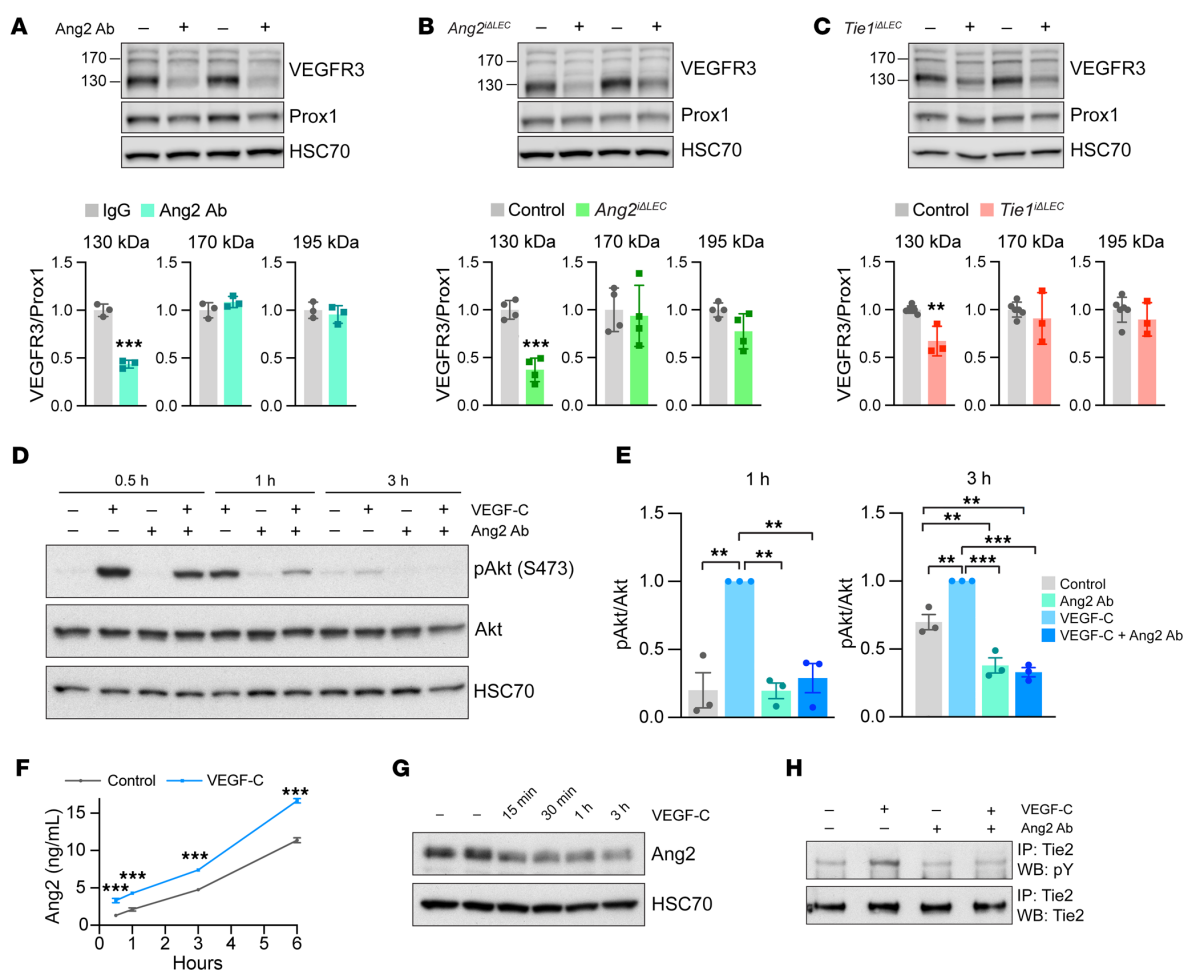
Blocking of Ang2 or deletion of Ang2 or Tie1 decreases VEGFR3 expression and signaling. (**A**–**C**) Western blots showing VEGFR3, Prox1, and HSC70 in ear lysates from control, Ang2-inhibited (*n =* 3 per group) (**A**), Ang2-deleted (*n =* 4 per group) (**B**), and Tie1-deleted (control: *n =* 6; Tie1-deleted: *n =* 3) (**C**) pups. Graphs show quantification of VEGFR3 polypeptides normalized to Prox1 and the control. (**D**) Western blots showing p-Akt, Akt, and HSC70 detection in VEGF-C and Ang2 Ab–treated LECs. (**E**) Quantification of the p-Akt/Akt ratio (*n =* 3 per group), normalized to VEGF-C-treated samples. (**F**) Ang2 concentration in LEC culture medium at the indicated time points after VEGF-C stimulation (*n =* 3 per group). (**G** and **H**) Western blots (WB) showing Ang2 and HSC70 in VEGF-C stimulated LECs (**G**) and Tie2 phosphorylation in VEGF-C–stimulated (45 min) and Ang2 Ab–treated LECs (**H**). The experiments in **G** and **H** were performed twice with similar results. Data represent the mean ± SEM (**A**–**C** and **E**) and ± SD (**F**). **P < 0.01 and ***P < 0.001, by 2-tailed Student’s *t* test (**A**–**C** and **F**) and 1-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (**E**).

**Figure 7:**
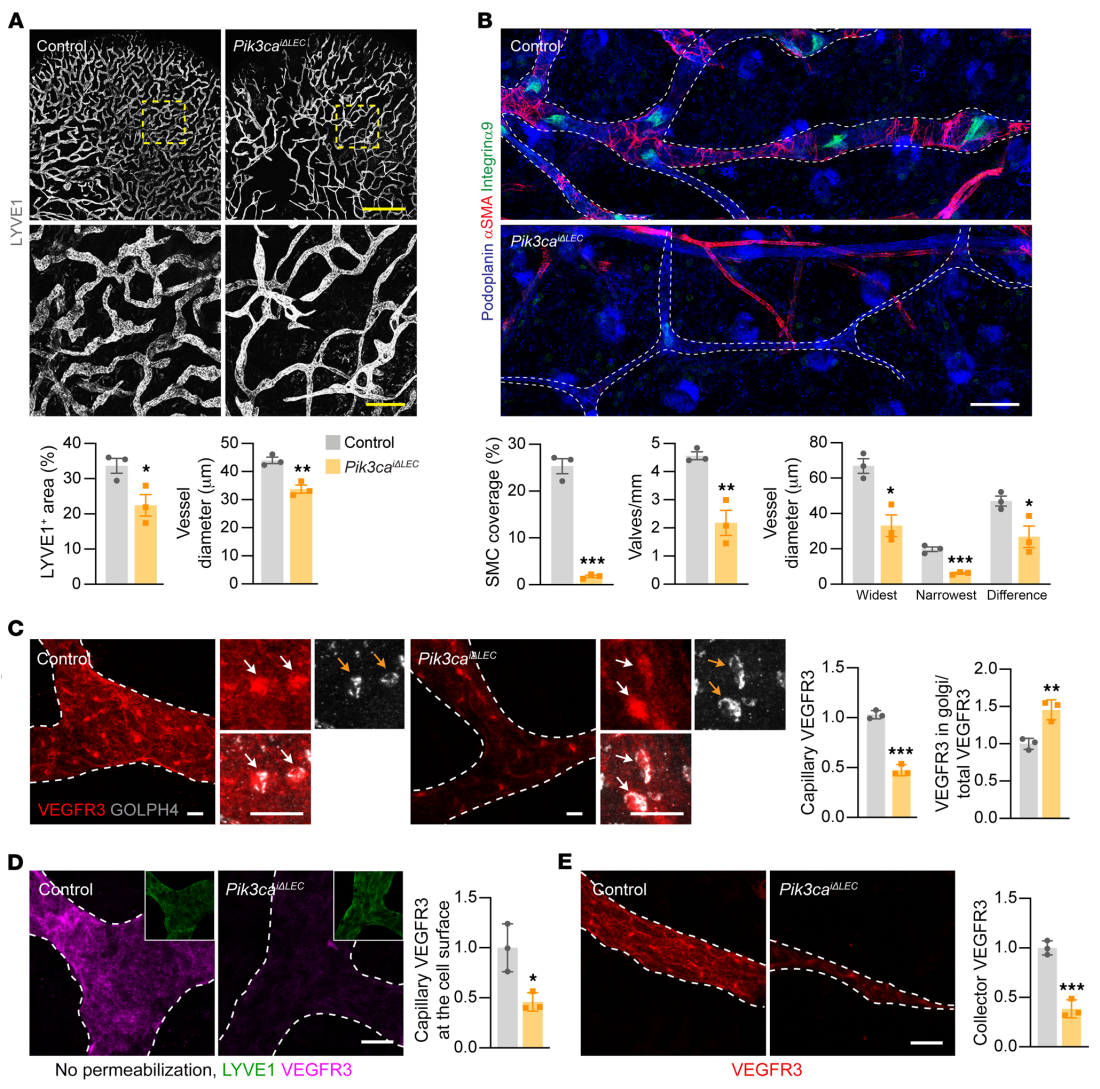
PI3K signaling regulates postnatal lymphatic vessel development and VEGFR3 expression. (**A**) LYVE1 staining of ventral ear skin from control and *Pik3ca*-deleted P21 pup (*n =* 3 per group). Scale bar: 1 mm and 200 μm (higher-magnification insets). Graphs show quantification of the LYVE1-positive vessel area and vessel diameter. (**B**) Dorsal ear skin was immunostained for podoplanin, αSMA, and integrin α9. Scale bar: 100 μm. Graphs show quantification of SMC coverage, the number of valves, and the widest and narrowest vessel diameters and the difference between the 2 in collecting lymphatic vessels. (**C**) Lymphatic capillaries were immunostained for VEGFR3 and GOLPH4. Arrows point to VEGFR3 in the Golgi complex. Scale bars: 10 μm. Graphs show quantification of total VEGFR3 and its fraction in the Golgi complex, normalized to control. (**D**) Cell-surface immunostaining for VEGFR3 in lymphatic capillaries. Graph shows quantification of VEGFR3 immunofluorescence at the cell surface, normalized to control. Scale bar: 20 μm. Magnification: 0.40. (**E**) Immunostaining for VEGFR3 in collecting lymphatic vessels. Scale bar: 20 μm. Graph shows quantification of VEGFR3 immunofluorescence in collecting lymphatic vessels, normalized to control. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test.

**Figure 8:**
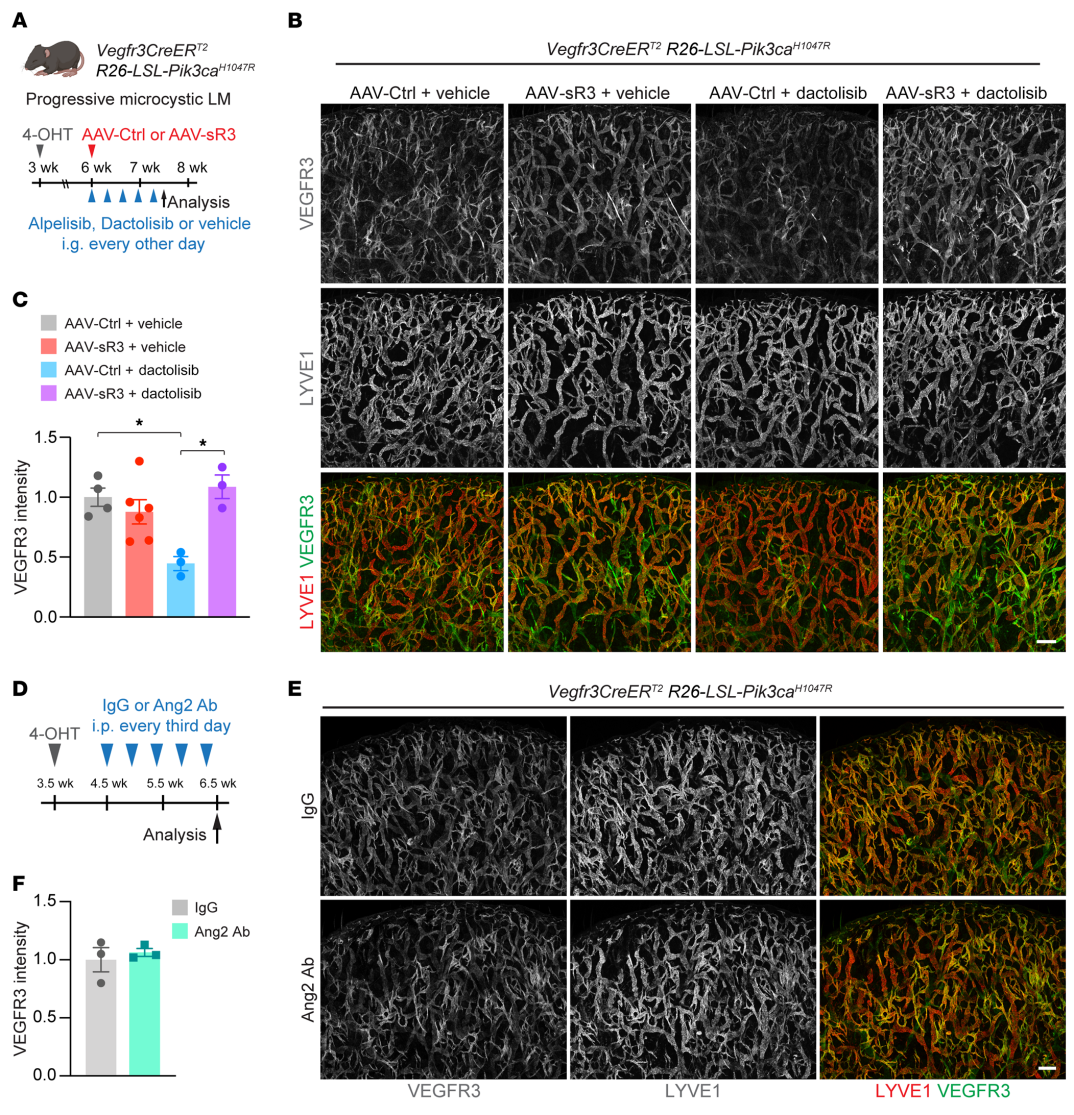
PI3K, but not Ang2, regulates VEGFR3 expression in *Pik3ca^H1047R^*-driven LMs. (**A**) Diagram showing the induction of progressive microcystic LM and its treatment by using the soluble VEGF-C trap (AAV-VEGFR3-Ig; AAV-sR3) combined or not with the PI3K pathway inhibitor dactolisib or alpelisib (BYL719). (**B**) LYVE1 and VEGFR3 staining of ears from 7.5-week-old *Vegfr3CreER^T2^* *R26-LSL-Pik3ca^H1047R^* mice treated with 4-OHT at 3 weeks of age, followed by treatment with dactolisib, AAV-sR3, and/or vehicle for 1.5 weeks. (**C**) Quantification of VEGFR3 in lymphatic vessels from *Vegfr3CreER^T2^* *R26-LSL-Pik3ca^H1047R^* mice treated with AAV-Ctrl plus vehicle (*n =* 4), AAV-sR3 plus vehicle (*n =* 6), AAV-Ctrl plus dactolisib (*n =* 3), or AAV-sR3 plus dactolisib (*n =* 3), normalized to control. (**D**) Diagram showing the induction of progressive microcystic LM and treatment with IgG or Ang2 Ab. (**E**) LYVE1 and VEGFR3 staining of ears from *Vegfr3CreER^T2^* *R26-LSL-Pik3ca^H1047R^* mice treated with 4-OHT at 3.5 weeks of age, followed by treatment with IgG or Ang2 Ab for 2 weeks. (**F**) Quantification of VEGFR3 in lymphatic vessels of *Vegfr3CreER^T2^* *R26-LSL-Pik3ca^H1047R^* mice treated with IgG or Ang2 ab (*n =* 3 per group), normalized to control. Scale bars: 200 μm. Data represent the mean ± SEM. *P < 0.05, by 1-way ANOVA with Bonferroni’s post hoc test for multiple comparisons (**C**) and 2-tailed Student’s *t* test (**F**).

**Figure 9:**
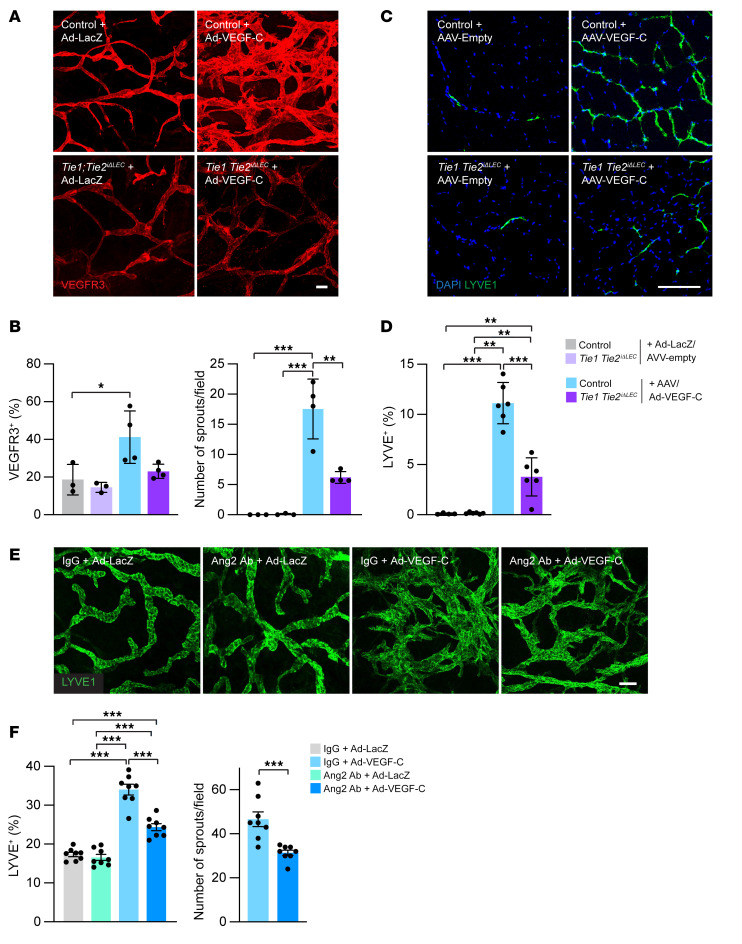
Ang2 and Tie receptors regulate VEGF-C–induced lymphangiogenesis in adult mice. (**A**) VEGFR3 staining of ear skin from control and Tie1/-2–deleted mice treated with Ad-LacZ or Ad–VEGF-C for 10 days. (**B**) Percentage of VEGFR3-positive area and number of sprouts per field (Ad-LacZ: *n =* 3 ears; Tie1;Tie2-del+Ad-LacZ: *n =* 3 ears; Ad-VEGF-C: *n =* 4 ears; Tie1;Tie2-del+Ad-VEGF-C: *n =* 4 ears). (**C**) LYVE1 staining of skeletal muscle from control and Tie1/-2–deleted mice treated with AAV-empty or AAV-VEGF-C for 4 weeks. (**D**) Percentage of LYVE1-positive area (AAV-empty: *n =* 4 muscles; Tie1;Tie2-del plus AAV-Empty: *n =* 6 muscles; AAV-VEGF-C: *n =* 6 muscles; Tie1;Tie2-del plus AAV-VEGF-C: *n =* 6 muscles). (**E**) LYVE1 staining of ear skin in mice treated for 1.5 weeks with Ad-VEGF-C, Ang2 Ab, or both. (**F**) Percentage of LYVE1-positive area and number of sprouts per field (*n =* 8 ears per group). Scale bars: 100 μm. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by 1-way ANOVA with Bonferroni’s post hoc test for multiple comparisons and 2-tailed Student’s *t* test.

**Figure 10:**
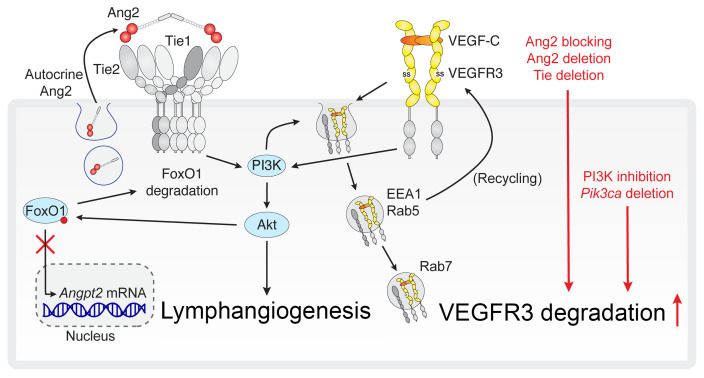
Schematic summary of how Ang2/Tie/PI3K signaling controls lymphangiogenesis via regulation of VEGFR3 cell-surface expression. Ang2 is shown as a tetramer of 2 asymmetric dimers binding to and activating the Tie2-Tie1 cluster (30, 66–68). Ang/Tie signaling promotes activation or PI3K and Akt, leading to inhibition of FoxO1 and its target genes, such as *Angpt2* (24, 27). In LECs, VEGF-C increased Ang2 release from stimulated cells and subsequent Tie2 and Akt activation. Disruption of Ang2/Tie signaling in Ang2 Ab–treated or Tie1- or Tie1/-2–deleted pups resulted in increased *Angpt2* gene expression, suggesting that Ang2 acts as an agonistic Tie2 ligand in LECs that promotes PI3K activation. VEGF-C induces internalization of VEGFR3 and its vesicular trafficking for degradation or recycling, which are regulated by PI3K (40–42). VEGF-C stimulation led to cotrafficking of VEGFR3 and Tie1 into EEA1/RAB5-positive early/sorting endosomes and, subsequently, to the RAB7-positive late endosomal degradative vesicle route. Our results show that inhibition or deletion of Ang2 or PI3K, or deletion of Tie receptors, promoted loss of VEGFR3 from the LEC surface and its increased degradation, leading to decreased lymphangiogenesis.

## References

[1] Pawlak JB, Caron KM (2020). Lymphatic programing and specialization in hybrid vessels. Front Physiol.

[2] Petrova TV, Koh GY (2020). Biological functions of lymphatic vessels. Science.

[3] Oliver G (2020). The lymphatic vasculature in the 21st Century: novel functional roles in homeostasis and disease. Cell.

[4] Xu W (2021). Lymphatic vasculature: an emerging therapeutic target and drug delivery route. Annu Rev Med.

[5] Fankhauser M (2017). Tumor lymphangiogenesis promotes T cell infiltration and potentiates immunotherapy in melanoma. Sci Transl Med.

[6] Song E (2020). VEGF-C-driven lymphatic drainage enables immunosurveillance of brain tumours. Nature.

[7] Hartiala P (2020). Phase 1 lymfactin study: short-term safety of combined adenoviral VEGF-C and lymph node transfer treatment for upper extremity lymphedema. J Plast Reconstr Aesthet Surg.

[8] Bazigou E, Makinen T (2013). Flow control in our vessels: vascular valves make sure there is no way back. Cell Mol Life Sci.

[9] Vaahtomeri K (2017). Lymphangiogenesis guidance by paracrine and pericellular factors. Genes Dev.

[10] Karkkainen MJ (2004). Vascular endothelial growth factor C is required for sprouting of the first lymphatic vessels from embryonic veins. Nat Immunol.

[11] Secker GA, Harvey NL (2015). VEGFR signaling during lymphatic vascular development: From progenitor cells to functional vessels. Dev Dyn.

[12] Karpanen T (2006). Lymphangiogenic growth factor responsiveness is modulated by postnatal lymphatic vessel maturation. Am J Pathol.

[13] Saharinen P (2017). Therapeutic targeting of the angiopoietin-TIE pathway. Nat Rev Drug Discov.

[14] D’Amico G (2010). Loss of endothelial Tie1 receptor impairs lymphatic vessel development-brief report. Arterioscler Thromb Vasc Biol.

[15] Qu X (2010). Abnormal embryonic lymphatic vessel development in Tie1 hypomorphic mice. Development.

[16] Souma T (2018). Context-dependent functions of angiopoietin 2 are determined by the endothelial phosphatase VEPTP. Proc Natl Acad Sci U S A.

[17] Zheng W (2014). Angiopoietin 2 regulates the transformation and integrity of lymphatic endothelial cell junctions. Genes Dev.

[18] Gale NW (2002). Angiopoietin-2 is required for postnatal angiogenesis and lymphatic patterning, and only the latter role is rescued by angiopoietin-1. Dev Cell.

[19] Dellinger M (2008). Defective remodeling and maturation of the lymphatic vasculature in angiopoietin-2 deficient mice. Dev Biol.

[20] Korhonen EA (2016). Tie1 controls angiopoietin function in vascular remodeling and inflammation. J Clin Invest.

[21] Savant S (2015). The orphan receptor Tie1 controls angiogenesis and vascular remodeling by differentially regulating Tie2 in tip and stalk cells. Cell Rep.

[22] Kontos CD (1998). Tyrosine 1101 of Tie2 is the major site of association of p85 and is required for activation of phosphatidylinositol 3-kinase and Akt. Mol Cell Biol.

[23] Kontos CD (2002). The endothelial receptor tyrosine kinase Tie1 activates phosphatidylinositol 3-kinase and Akt to inhibit apoptosis. Mol Cell Biol.

[24] Daly C (2004). Angiopoietin-1 modulates endothelial cell function and gene expression via the transcription factor FKHR (FOXO1). Genes Dev.

[25] Ghosh CC (2015). Drug repurposing screen identifies Foxo1-dependent angiopoietin-2 regulation in sepsis. Crit Care Med.

[26] Kim M (2016). Opposing actions of angiopoietin-2 on Tie2 signaling and FOXO1 activation. J Clin Invest.

[27] Daly C (2006). Angiopoietin-2 functions as an autocrine protective factor in stressed endothelial cells. Proc Natl Acad Sci U S A.

[28] Winderlich M (2009). VE-PTP controls blood vessel development by balancing Tie-2 activity. J Cell Biol.

[29] Michelini S (2020). TIE1 as a candidate gene for lymphatic malformations with or without lymphedema. Int J Mol Sci.

[30] Leppänen V-M (2020). Characterization of *ANGPT2* mutations associated with primary lymphedema. Sci Transl Med.

[31] Eklund L (2017). Angiopoietin-Tie signalling in the cardiovascular and lymphatic systems. Clin Sci (Lond).

[32] Gengenbacher N (2021). Timed Ang2-targeted therapy identifies the angiopoietin-tie pathway as key regulator of fatal lymphogenous metastasis. Cancer Discov.

[33] Holopainen T (2012). Effects of angiopoietin-2-blocking antibody on endothelial cell-cell junctions and lung metastasis. J Natl Cancer Inst.

[34] Shen B (2014). Genetic dissection of tie pathway in mouse lymphatic maturation and valve development. Arterioscler Thromb Vasc Biol.

[35] Jha SK (2018). Key molecules in lymphatic development, function, and identification. Ann Anat.

[36] Veikkola T (2003). Intrinsic versus microenvironmental regulation of lymphatic endothelial cell phenotype and function. FASEB J.

[37] Vanlandingham PA, Ceresa BP (2009). Rab7 regulates late endocytic trafficking downstream of multivesicular body biogenesis and cargo sequestration. J Biol Chem.

[38] Söderberg O (2006). et al. Direct observation of individual endogenous protein complexes in situ by proximity ligation. Nat Methods.

[39] Pajusola K (1994). et al. Signalling properties of FLT4, a proteolytically processed receptor tyrosine kinase related to two VEGF receptors. Oncogene.

[40] Bilanges B (2019). PI3K isoforms in cell signalling and vesicle trafficking. Nat Rev Mol Cell Biol.

[41] Deng Y (2015). Molecular controls of lymphatic VEGFR3 signaling. Arterioscler Thromb Vasc Biol.

[42] Lohela M (2008). Transgenic induction of vascular endothelial growth factor-C is strongly angiogenic in mouse embryos but leads to persistent lymphatic hyperplasia in adult tissues. Am J Pathol.

[43] Yabkowitz R (1999). Inflammatory cytokines and vascular endothelial growth factor stimulate the release of soluble tie receptor from human endothelial cells via metalloprotease activation. Blood.

[44] Castillo SD (2019). PIK3CA mutations in vascular malformations. Curr Opin Hematol.

[45] Martinez-Corral I (2020). Blockade of VEGF-C signaling inhibits lymphatic malformations driven by oncogenic PIK3CA mutation. Nat Commun.

[46] González-Loyola A (2021). FOXC2 controls adult lymphatic endothelial specialization, function, and gut lymphatic barrier preventing multiorgan failure. Sci Adv.

[47] Vlahakis NE (2005). The lymphangiogenic vascular endothelial growth factors VEGF-C and -D are ligands for the integrin alpha9beta1. J Biol Chem.

[48] Xu Y (2010). Neuropilin-2 mediates VEGF-C-induced lymphatic sprouting together with VEGFR3. J Cell Biol.

[49] Kazenwadel J (2015). GATA2 is required for lymphatic vessel valve development and maintenance. J Clin Invest.

[50] Sabine A (2015). FOXC2 and fluid shear stress stabilize postnatal lymphatic vasculature. J Clin Invest.

[51] Ortsäter H (2021). An inducible Cldn11-CreER(T2) mouse line for selective targeting of lymphatic valves. Genesis.

[52] Nurmi H (2015). VEGF-C is required for intestinal lymphatic vessel maintenance and lipid absorption. EMBO Mol Med.

[53] Antila S (2017). Development and plasticity of meningeal lymphatic vessels. J Exp Med.

[54] Stanczuk L (2015). cKit lineage hemogenic endothelium-derived cells contribute to mesenteric lymphatic vessels. Cell Rep.

[55] Zhou F (2010). Akt/Protein kinase B is required for lymphatic network formation, remodeling, and valve development. Am J Pathol.

[56] Luo Y (2012). Rapamycin inhibits lymphatic endothelial cell tube formation by downregulating vascular endothelial growth factor receptor 3 protein expression. Neoplasia.

[57] Qu X (2015). Tie1 is required for lymphatic valve and collecting vessel development. Dev Biol.

[58] Smeland MF Biallelic ANGPT2 loss-of-function causes severe early-onset non-immune hydrops fetalis. J Med Genet.

[59] Thomson BR (2017). Angiopoietin-1 is required for Schlemm’s canal development in mice and humans. J Clin Invest.

[60] Souma T (2016). Angiopoietin receptor TEK mutations underlie primary congenital glaucoma with variable expressivity. J Clin Invest.

[61] Du J (2022). Endothelial tyrosine kinase Tie1 is required for normal schlemm’s canal development-brief report. Arterioscler Thromb Vasc Biol.

[62] Hyman DM (2018). Phase I study of MEDI3617, a selective angiopoietin-2 inhibitor alone and combined with carboplatin/paclitaxel, paclitaxel, or bevacizumab for advanced solid tumors. Clin Cancer Res.

[63] Bui K, Hong YK (2020). Ras pathways on Prox1 and lymphangiogenesis: insights for therapeutics. Front Cardiovasc Med.

[64] https://clinicaltrials.gov/ct2/show/NCT03658967.

[65] Edgar R (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[66] Davis S (2003). Angiopoietins have distinct modular domains essential for receptor binding, dimerization and superclustering. Nat Struct Biol.

[67] Kim KT (2005). Oligomerization and multimerization are critical for angiopoietin-1 to bind and phosphorylate Tie2. J Biol Chem.

[68] Leppänen VM (2017). Structural basis of Tie2 activation and Tie2/Tie1 heterodimerization. Proc Natl Acad Sci U S A.

How the deposited data were processed for this re-analysis (not part of the article)

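LECs of ear skin were measured by Smart-seq in 8 plates, 2 for each of the genotypes *Tie1 fl/fl*, *Tie1 iΔLEC*, *Tie1* *Tie2 fl/fl*, and *Tie1* *Tie2 iΔLEC*, after 4-hydroxytamoxifen from P1 to P5 and analysis on P28. Skin cells sorted on CD31 were measured in 2 droplet libraries, 1 of pups given IgG and 1 of pups given Ang2 Ab (20 mg/kg, P16 to P21). Conditions were taken from the sample labels and the paper. The aligner, the cell filters, the clustering tool, and the test used for these data were not found in the main text, which refers to Supplemental Methods that were not analysed here.

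The values deposited by the authors are counts in both experiments. For the plates, the authors deposited read counts per gene and well, made from an alignment with duplicate reads removed, without normalization. For the droplet libraries, the authors deposited filtered UMI counts from Cell Ranger 6.0.2. The plate tables name 46517 genes each by symbol or by Ensembl identifier. They were joined on 42565 genes, 41776 by symbol and 789 by an older symbol, which held 95.88% to 97.1% of the counts. Spike-in transcripts, 92 in the tables that list them, took 0.0832% to 0.155% of the counts and were left out. Coordinates are those of the GENCODE annotation of GRCm38.

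Wells with at least 1000 detected genes and droplet cells with at least 500 detected genes and at most 10% mitochondrial UMIs were kept. They were clustered on 2000 variable genes, 30 principal components, 15 neighbors, and a Leiden resolution of 1.0, without the 12 genes the paper names as results. No doublet caller was run on the plates, where 1 cell was sorted per well. In the droplet libraries Scrublet marked 0.640% and 0.0675% of the cells and so had not worked; removing the 5% of cells with the highest scores was added as an alternative after the data were seen. The markers of each cell type were chosen before the data were examined, as were the comparisons, the tests, the genes to name, and the alternatives, apart from those said to have been added. The rule that turned markers into names was set on the data. A 2-fold minimum for a raised marker was tried first, then the 1.5-fold minimum that was kept, and last a step that names LECs and other cell types together.

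Clusters left unnamed by that rule made up a large part of the LECs. The cluster led by *Thbs1* held 15.2% of the *Tie1 fl/fl*, 18.1% of the *Tie1 iΔLEC*, 11.8% of the *Tie1* *Tie2 fl/fl*, and 34.5% of the *Tie1* *Tie2 iΔLEC* LECs (means of 2 plates). The cluster led by *Mest* and *Ptx3* held 12.2%, 16.4%, 13.0%, and 22.0% in the same order, the cluster led by *Lars2* held 17.3%, 11.2%, 9.47%, and 10.4%, the cluster of 125 wells held 3.99%, 4.00%, 4.15%, and 6.07%, and the cluster of 4 wells held 0.144%, 0.139%, 0.146%, and 0.143%.

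Counts were summed over the LECs of a plate, or over those of 1 class, and tested with edgeR (4.0.16; TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). The contrasts were Tie1 deletion, Tie1/-2 deletion, the difference between them, and their average with the strain as a term. Named genes are the 12 of the paper, the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean of at least 10 CPM and no overlap between plates, and for Ang2 Ab the 5 highest and 5 lowest ratios among 10559 genes with at least 100 UMIs, apart from *Xist* and Y-linked genes. Some genes that meet this rule are withheld, and their results are left out. The genes called in the average effect and examples from the gene sets fall outside this rule and were chosen after their values were seen. Gene sets were tested with limma (3.58.1; voom, camera, fry). Shares of wells and within-plate differences were tested by exact permutation, and log2 values of CPM used a pseudocount of 1. A gene at 0 counts in a group was given a floor of 3 counts. Alternatives were DESeq2 (1.42.0), RLE factors, no filter on low counts, a replicate block, the table layout as a term, other filters on wells, limma on the mean of CPM per cell, no cluster removed, the 4 plates of a contrast alone, other clusterings, and each plate left out in turn. A minimum of 50000 counts per well, and LECs with the *Prox1*-expressing cluster, were added after the data were seen. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, and R 4.3.3.

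The tests were tried on simulated counts of the real genes with 200 genes changed. Of the genes changed by a log2 of 1, 2, and 3, the test recovered 2.94%, 25.8%, and 40.9% for Tie1 deletion over 19403 genes and 0.0%, 28.8%, and 42.4% for Tie1/-2 deletion over 19373 genes. For the difference between the deletions it recovered 0.0%, 9.09%, and 31.8%, and for the average effect 1.47%, 51.5%, and 56.1%. In the capillary-like class with Tie1/-2 deletion it recovered 1.47%, 4.55%, and 33.3% over 14570 genes. Unchanged genes were called 3, 1, 3, 0, and 3 times in the same order. The sizes of the simulated changes were raised after a first trial. A short list of calls is therefore no evidence that other genes did not change. Of 20 simulated lists with a shift, 20 lay above the central 95% of the matched random lists, and of 20 lists without a shift 1 lay outside it. These lists held 100 genes each, and the log2 ratios were first shuffled over all genes. Shuffling removes shared regulation, so the rate without a shift was set by the design. The check therefore does not cover lists of genes that are regulated together.

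Clustering figures, immunofluorescence, and all other experiments of the paper were not analysed here.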

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

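The tests on the valve-like and interferon shares, on the baseline of *Angpt2*, and on the completeness of the loss of *Tie1* were chosen only after the results were seen. Sex and layout of the tables are balanced over deleted and control plates within each strain, so neither can make a difference between them by itself. Only the plates of the *Tie1* strain include female mice.

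In 18 sets of control or *Tek*-expressing plates checked for a plate far from the others, 4 had one, where chance gives 0.9 (1 in 20). The first *Tie1 fl/fl* plate had 7.53% proliferating LECs, against 1.73% to 2.04% in the other control plates, and 312 CPM of *Gata2*, against 377.9 to 379 CPM. The second *Tie1 fl/fl* plate had 288 CPM of *Nrp2*, against 417 to 440.1 CPM, and 2338 CPM of *Lyve1*, against 1592 to 1649 CPM. The first and second *Tie1 iΔLEC* plates differed in the same directions. They had 394 and 257 CPM of *Nrp2*, 2131 and 2681 CPM of *Lyve1*, and 293 and 369 CPM of *Gata2*. For these genes the shift was therefore not confined to 1 plate. Layout and sex alone do not account for *Nrp2* and *Lyve1*, because the first *Tie1* *Tie2 fl/fl* plate has the sex and layout of the second *Tie1 fl/fl* plate and lay at 440.1 and 1592 CPM. Layout alone does not account for *Gata2* either, since the second *Tie1* *Tie2 fl/fl* plate has the layout of the first *Tie1 fl/fl* plate and lay at 377.9 CPM. The first *Tie1 fl/fl* plate is the only female control plate, so sex stays open for *Gata2* and the proliferating share. The 8 plates share 1 fit, so the spread of these plates enters the tests of both deletions.

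The change differed between the 2 deletions for 29 genes, of which 28 were lower and 1, *Srpx2*, was higher with Tie1/-2 deletion relative to Tie1 deletion. Among the lower ones were *Cldn11*, *Kcnk5*, *Prkar1b*, *Eln*, *Comp*, and *Igfbp5*. The split was less one-sided with DESeq2 (114 higher and 350 lower) and without the filter on low counts (151 higher and 574 lower). The matrix set also differed (fry p = 0.00590; camera p = 4.37e-12, and 0.0104 with an estimated correlation). A technical explanation is the loss of collector-like LECs, since wells of that class held a median of 34.5% of the counts of the 176 fallen genes in the *Tie1* *Tie2 fl/fl* plates, against 24.0% of all counts. If that loss were the cause, the genes should not fall within capillary-like wells clustered without the called genes. In those wells the 28 genes had a median difference of −3.40 (27 of 28 negative), and the 176 genes that fell with Tie1/-2 deletion a median log2 change of −2.02 (172 of 176 negative). The median of the matrix set was −0.40 there (−0.395, with 113 of 158 genes negative), below all 10000 random lists matched on expression. This argues against the loss of a class as the whole cause. A lower share of collector-like LECs may still add to the fall over all LECs. Changes inside LECs with the loss of both receptors are a candidate explanation, and so are differences between the 2 strains, which were bred with different alleles and were not tested.

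*Foxc2* and *Cldn11* moved in opposite directions in the 2 deletions, with both deleted plates on the same side of both controls each time. *Foxc2* had a log2 fold change of −1.80 with Tie1/-2 deletion and 0.21 with Tie1 deletion, and *Cldn11* −2.52 and 0.18. The difference itself was tested, with an adjusted p of 0.0149 for *Cldn11* and of 0.592 for *Foxc2* in edgeR. For *Foxc2*, leaving out the first *Tie1* *Tie2 iΔLEC* plate changed −1.80 to −3.30. No separate explanation was tested for these genes.

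The share of valve-like LECs fell by 7.64 percentage points with Tie1/-2 deletion (−7.64, from 12.7% to 5.07%) and rose by 3.95 with Tie1 deletion. The difference between the deletions was not tested. Clustering without the 237 called genes gave a rise of 4.06 points with Tie1/-2 deletion, and wells with at least 50000 counts gave a rise of 5.54 points. The fall may therefore come from how wells were assigned to clusters, by genes that the deletion itself changed or by wells with few counts, and it is not read as a loss of valve-like LECs.

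The share of interferon LECs rose by 0.895 percentage points with Tie1/-2 deletion (13 of 677 to 20 of 710 wells) and went from 2.26% to 1.58% with Tie1 deletion (14 of 626 to 11 of 695 wells). The difference was not tested. Fisher's exact test on the summed wells gave p = 0.423 for Tie1 deletion and 0.295 for Tie1/-2 deletion, so a small number of wells is a possible explanation for both changes.

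*Angpt2* rose more with Tie1/-2 deletion than with Tie1 deletion, although the test of the difference did not pass the threshold over all genes. Different control levels are argued against, because the lowest *Tie1* *Tie2 iΔLEC* plate was at 2.58 times the highest *Tie1 iΔLEC* plate. Loss of collector-like LECs is argued against by the capillary-like class, where the 2 log2 fold changes differed by 1.63, more than their standard errors. A less complete loss of *Tie1* with Tie1 deletion is argued against too, because the *Tie1 iΔLEC* plates kept 25.9% to 26.8% of the control level and the *Tie1* *Tie2 iΔLEC* plates 17.3% to 28.3%. Loss of *Tek* in addition to *Tie1* is what the design offers as a biological explanation, and strain differences remain open. As a hypothesis found and tested on the same plates, the extra rise may reflect the loss of both receptors.

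Blood vascular EC-like cells, which the paper does not analyse in this experiment, also had more *Angpt2* in the Ang2 Ab library. It was at 67.3 CPM in 1197 cells of the IgG and at 112 CPM in 1210.0 cells of the Ang2 Ab library, a ratio of 1.66 (95% interval, 1.52 to 1.82). Free RNA from LECs, judged by *Mmrn1* and *Ccl21a* in these cells, would give at most 11.1 CPM in the Ang2 Ab library, and the level found was 10.1 times that, which argues against this source. With 1 library per condition, a difference between the 2 libraries in mice, sex, or handling cannot be separated from the antibody. A response of blood vascular cells to Ang2 Ab is a candidate explanation that these libraries do not test.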

How the results depend on the processing

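The tests with a minimum of 50000 counts per well, and the droplet values with the *Prox1*-expressing cluster or without the 5% of cells with the highest Scrublet scores, were chosen only after the data were seen. For no change listed here was the cause tested, unless a cause is given.

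The number of called genes depended on the test. With Tie1 deletion it was 0, and 264 without the filter on low counts and 175 with DESeq2; all other alternatives gave 0. With Tie1/-2 deletion it was 237, 1292 without the filter, and 1075 with DESeq2, both of which include all 237; the other alternatives gave 184 to 330.0 genes. For the difference between the deletions it was 29, 725 without the filter, 464 with DESeq2, 16 with the table layout as a term, 17 with no cluster removed, and 15 with at least 50000 counts per well. For the average effect it was 5, 175 without the filter, 603 with DESeq2, 9 with limma on the mean of CPM per cell, 1 with the layout as a term, and 2 each with no cluster removed and with at least 50000 counts per well. Of the 237 genes, 165 were called in a fit of the 4 Tie1/-2 plates alone. Of the 35 splits of the 8 plates, 1 of 35 gave at least 5 genes in the average effect, and it was the real split; the split by table layout gave 3 genes and the others 0. The share of genes that rose with Tie1/-2 deletion was 25.7%, and 24.4% to 31.3% over the alternatives.

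With a replicate block for the numbers that the *Tie1 fl/fl* and *Tie1 iΔLEC* plates share, Tie1 deletion gave 0 genes (784 at an unadjusted p under 0.05), Tie1/-2 deletion 213, the difference 23, and the average effect 0 (1501 at an unadjusted p under 0.05). Deviations of plates with the same number correlated at 0.178 across genes. In both genotypes the first plate is female with the symbol layout and the second is male with the Ensembl layout. Sex or layout could therefore give this correlation without any pairing. With 2 plates per genotype, both pairs give the same value by construction, so they do not show that the numbers pair the plates. The Tie1/-2 plates share no numbers; the layout term matches them by table layout instead and gave 246 genes.

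The change in the share of collector-like LECs with Tie1 deletion was −2.85 percentage points. It was −0.477 at a resolution of 2.0, −8.91 with genes scaled over all plates, −4.52 with the named genes in the clustering, −4.74 and −4.87 with at least 500 and 2000 detected genes, and −4.78 with at least 50000 counts per well. With Tie1/-2 deletion it was −19.8, and −15.1, −27.0, and −18.0 for the first 3 of these, −15.5 with at least 50000 counts, and −6.41 without the 237 called genes. In every one of these clusterings both *Tie1* *Tie2 iΔLEC* plates lay below both control plates. The value of −15.5 argues against wells with few counts as the whole cause of the lower share. Clustering on changed genes stays open, because −6.41 is from a clustering that left out only the 237 called genes, and changed genes that were not called stayed in it. The lowest resolution named no collector-like cluster and gave no value.

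Counts of called genes per class moved as well. For the capillary-like class, Tie1 deletion gave 1 gene with at least 2000 detected genes in place of 0. With Tie1/-2 deletion it gave 20 with equal numbers of wells, where fewer wells enter the test, 22 with the named genes in the clustering, 25 without the called genes, 28 with at least 500, and 26 with at least 2000 detected genes, in place of 43. In the collector-like class with Tie1 deletion, the single call was lost (0 genes) with genes scaled over all plates, without the called genes, and with at least 500 or 2000 detected genes, with 805, 685, 409, and 442 genes at an unadjusted p under 0.05. That class could be tested with Tie1/-2 deletion with at least 500 or 2000 detected genes too and gave 86 and 88 genes. The valve-like class with Tie1/-2 deletion gave 52 genes without the called genes in place of 11.

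*Tie1* exceeded *Tek* in every comparison made. The log2 difference moved beyond its spread in the capillary-like class without the called genes (4.64) and in the collector-like class at a resolution of 2.0 (2.69). The differences in *Tek* between the collector-like and the other classes kept their direction. After adjustment they were past the threshold in the reported clustering but not in 4 others. At a resolution of 2.0 they were 1.25 (capillary-like), 0.946 (valve-like), 1.58 (proliferating), and 1.96 (interferon). With genes scaled over all plates they were 0.758, 1.04, 1.58, and 2.05, with the named genes in the clustering 1.17, 1.05, 1.54, and 1.86, and without the called genes 1.88, 0.836, 1.49, and 1.92. The comparison with the interferon class also lost the threshold with at least 500 (2.09) and 2000 (2.00) detected genes. In these cases *Tek* was higher in the collector-like class in 5 of 6 plates for the small classes, and their p raised the adjusted p of the others.

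For Ang2 Ab the ratio of *Angpt2* was 7.26, and 8.83 with at most 5% mitochondrial UMIs, 8.40 at a resolution of 0.5, and 6.16 with the *Prox1*-expressing cluster. The ratio of *Flt4* reversed, from 1.04 to 0.993, with the mean of CPM per cell. Pearson's r between the models rose with a minimum mean of 50 CPM to 0.339 (the 2 deletions), 0.524 (Tie1/-2 deletion and Ang2 Ab), and 0.415 (Tie1 deletion and Ang2 Ab). With the mean of CPM per cell it rose to 0.208, 0.322, and 0.186. Spearman's rho was lower in the same order, at 0.156, 0.282, and 0.294 with the minimum and at 0.102, 0.182, and 0.144 with the mean per cell.

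Under alternatives other than leaving out a plate, 445 values of single genes were the same, 20 became stronger, 12 weaker, 14 moved without a test, and 1 reversed. With a plate left out, 118 log2 fold changes stayed within the spread of the plates and 42 moved beyond it. The depth limits the collector-like class with Tie1/-2 deletion, where a plate had 9 wells, and the valve-like class of the Ang2 Ab library, with 48 cells.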

Differences from the paper's values

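The number of LECs clustered was 2708, against the paper's 1377. None of the alternatives set before the data were examined closed this gap, with 2700.0 to 2975 LECs. The number of LEC clusters was 10, against the paper's 5. Of those alternatives, the lowest resolution that gives at least 5 LEC clusters gave 5, and the others did not close the gap: 17 at a resolution of 2.0, 12 with genes scaled over all plates, 11 with the named genes in the clustering and 11 without the called genes, and 10 and 9 with at least 500 and 2000 detected genes.

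The paper states a significant decrease of *Gata2*, *Foxc2*, and *Cldn11* in Tie1/-2-deleted mice. All 3 genes were lower, and *Cldn11* was called. In edgeR the adjusted p was 0.0572 for *Gata2* and 0.285 for *Foxc2* over all genes. *Gata2* was called without the filter on low counts, with the table layout as a term, with DESeq2 (adjusted p = 0.000788), and with limma on the mean of CPM per cell. *Foxc2* was called without the filter and with DESeq2 (adjusted p = 0.0396), and both genes were under 0.05 adjusted over the list alone (0.00107 and 0.0154).

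The paper states lower *Itga9* and *Kdr* with Tie1/-2 deletion. Both were lower in both plates, with adjusted p of 0.130 and 0.0500226 over all genes. *Itga9* was called without the filter and with DESeq2 (adjusted p = 0.00918). *Kdr* was called without the filter, with the table layout as a term, with DESeq2 (adjusted p = 0.00107), and with limma on the mean of CPM per cell. The adjusted p over all alternatives ranged from 0.00918 to 0.177 for *Itga9* and from 0.00107 to 0.145 for *Kdr*. Adjusted over the list alone, both were under 0.05 (0.00387 and 0.00102).

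The paper states more *Angpt2* after Tie1 deletion. It was higher in both plates, with an adjusted p of 0.802 over all genes, 0.0190 with DESeq2 (0.0104 adjusted over the list alone), and also under 0.05 without the filter on low counts. *Prox1*, which the paper states to be unaltered, was higher in both *Tie1 iΔLEC* plates (log2 fold change 0.50, unadjusted p = 0.0220, adjusted p = 1.0).

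The paper states that several matrix and trafficking genes changed in a similar manner in the 3 models. The sets used here are whole groups chosen by symbol and do not test a statement about several genes. Over these sets, matrix genes had median log2 changes of 0.15 with Tie1 deletion, −0.92 with Tie1/-2 deletion, and 0.04 with Ang2 Ab. Trafficking genes had medians of −0.01, 0.04, and 0.00. The same sign in the 3 models was found for 43.0% of matrix and 30.3% of trafficking genes, against 31.9% of all genes. In fry's test for changes in either direction, the matrix set was under 0.05 with both deletions (p of 0.00599 with Tie1 deletion) and the trafficking set with Tie1/-2 deletion alone (p of 0.0398, and 0.0579 with RLE factors). The genes of these groups are in the paper's Supplemental Figures, which were not analysed here.

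The paper places the strongest changes of Tie1 deletion and Ang2 Ab in the capillary cluster. With Tie1 deletion, 0 genes were called in the capillary-like class (637 at an unadjusted p under 0.05), 1 in the collector-like class, and 0 in the valve-like class (598). With at least 2000 detected genes, 1 gene was called in the capillary-like and 0 in the collector-like class. With Ang2 Ab, the median absolute log2 ratio was 0.217 in capillary-like, 0.272 in proliferating, and 0.200 in collector-like LECs. These classes differed in their number of cells, so the values cannot decide where the changes were strongest.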

Other observations

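The test of *Tie1* per well was chosen only after the result was seen; the tests on the sex of the droplet libraries and on a ceiling of counts were not.

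*Tie1* that remained in the deleted plates was unevenly spread over wells. In the *Tie1 iΔLEC* plates the median LEC well had 126 and 7.38 CPM of *Tie1*, which is 5.53% and 0.273% of the median of the control plate of the same layout, while the mean was at 27.3% and 22.9%. In the *Tie1* *Tie2 iΔLEC* plates the median well had 58.8 and 52.8 CPM, 2.27% and 2.07% of the control median, at a mean of 25.8% and 18.2%. The upper 95% limit of the median, at most 12.7% of the control, was below the mean in each deleted plate. An even loss over all wells would lower the median as much as the mean, and the highest median of 5.53% argues against it. Wells at or above the 10th percentile of the control plate were 26.8% (90 of 336) and 33.7% (121 of 359) of the LECs in the *Tie1 iΔLEC* plates, and 37.4% (135 of 361) and 22.1% (77 of 349) in the *Tie1* *Tie2 iΔLEC* plates. LECs that escaped deletion are a candidate explanation, within the limit given at the end of this paragraph. Counts of *Tie1* near the detection limit of a single well, and wells with RNA of more than 1 cell, were not tested as sources. Wells were not compared by their level of *Tie1*. In the same *Tie1* *Tie2 iΔLEC* plates *Kcnk5*, *Prkar1b*, and *Hbegf* had 0, 6, and 6 counts over all LECs, against 17322, 42977, and 5357 in their controls. Wells with control levels of *Tie1* therefore lacked these transcripts too. Escaped LECs that otherwise stayed like control LECs would have kept them, so these genes argue against that form of escape with Tie1/-2 deletion. They were chosen for large falls, and other genes were not examined in these wells. With Tie1 deletion they stayed at 37.9, 64.5, and 33.1 CPM, which leaves escape open there.

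Both droplet libraries are labelled male and hold *Xist* and Y-linked transcripts. Cells with both were 0.274 (IgG) and 0.207 (Ang2 Ab) of the number that independence gives. Separate cells of both sexes in each library are consistent with these ratios of 0.274 and 0.207, since free RNA or doublets would bring both kinds of transcripts into the same cells. The share of cells with *Xist* differed between the libraries, so ratios between Ang2 Ab and IgG compare libraries with different mixes of sexes.

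Removal of duplicate reads could set a ceiling on the counts of abundant genes in deep wells. Over 75 genes with a mean of at least 1000 CPM, the slope of the log2 level on the depth of the well had a median of −0.03 and was negative for 41 genes (54.7%). Spearman's rho of the slope with transcript length was 0.179, under the 0.3 set beforehand for such a ceiling. There was nearly no fall to explain, so the test decides little. The highest count of a gene correlated with transcript length at a rho of 0.641, which was seen only afterwards, so a ceiling on high counts cannot be told apart from other effects of length, and levels of the most abundant genes could be too low.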
